# Altered Expression of Long Noncoding and Messenger RNAs in Diabetic Nephropathy following Treatment with Rosiglitazone

**DOI:** 10.1155/2020/1360843

**Published:** 2020-01-12

**Authors:** Liwen Zhang, Ying Zhou, Fangfang Zhou, Xialian Yu, Jian Liu, Yunzi Liu, Yufei Zhu, Weiming Wang, Nan Chen

## Abstract

Diabetic nephropathy (DN) is characterized by metabolic disorder and inflammation. However, the regulatory effects that long noncoding RNAs (lncRNAs) have on the pathogenesis of DN and on the efficacy of rosiglitazone treatment have yet to be clearly defined. Herein, we performed unbiased RNA sequencing to characterize the transcriptomic profiles in db/db diabetic mouse model with or without rosiglitazone treatment that served to improve the phenotypes of DN. Moreover, RNA-seq profiling revealed that the development of DN caused an upregulation in the expression of 1176 mRNAs and a downregulation in the expression of 1010 mRNAs compared to controls, with the expression of 251 mRNAs being returned to normal following treatment with rosiglitazone. Further, 88 upregulated and 68 downregulated lncRNAs were identified in db/db mice compared to controls, 10 of which had their normal expression restored following treatment with rosiglitazone. Bioinformatic analysis revealed that the primary pathways involved in the pathogenesis of DN, and subsequently in the therapeutic effects of PPAR*γ*, are related to inflammatory and metabolic processes. From bioinformatics analysis, lncRNA-AI838599 emerged as a novel molecular mechanism for rosiglitazone treatment in DN through TNF*α*-NF*κ*b pathway. These findings may indicate a new molecular regulatory approach for the development of DN therapeutic agents.

## 1. Introduction

Diabetic nephropathy (DN) is a leading cause of end-stage renal disease (ESRD) in developed nations and is increasing in prevalence in developing countries [1, 2]. The primary clinical features of DN consist of persistent proteinuria, decreased glomerular filtration rate (GFR), and elevated arterial blood pressure [3]. Multiple mechanisms have been proposed to mediate DN, including regulation of metabolic abnormalities that lead to the production of advanced glycation products (AGEs) and reactive oxygen species (ROS), regulating the activation of protein kinase C (PKC), transforming growth factor-beta (TGF-*β*) and the associated inflammatory pathways, as well as limiting the effects of hemodynamic changes [4]. However, inhibition of these pathways has demonstrated only modest effects on clinical manifestations of DN. Currently, the clinical treatment for DN focuses on conventional control of blood glucose and blood pressure, combined with administration of renin-angiotensin-aldosterone system (RAAS) inhibitors to reduce proteinuria. More recent studies have reported beneficial outcomes following administration of SGLT2 inhibitors in improving renal and cardiovascular outcomes in DN patients [5]. However, no specific interventions currently exist that effectively prevent the occurrence and progression of DN. Therefore, it is necessary to explore the pathogenesis and therapeutic targets of DN.

The remarkable ability of thiazolidinediones (TZDs), which are exogenous agonists of peroxisome proliferator-activated receptor gamma (PPAR*γ*), to reduce proteinuria and improve renal pathological features, makes them a promising therapeutic drug for DN. However, the adverse systemic side effects associated with this drug, including fluid retention, cardiovascular complications, hepatotoxicity, and bone fractures [6–8], greatly limit its clinical application. Nevertheless, we cannot deny the value of PPAR*γ* agonists in the protection of kidneys from diabetic injury. PPAR*γ* is expressed in all glomerular and tubular cells [9, 10]. In addition to a well-defined antihyperglycemic role for PPAR*γ* agonists, our previous studies also described a protective role in diabetic and nondiabetic kidney injury for various renal cells, the mechanism of which was independent of the hyperglycemic regulation, and instead functioned primarily through regulation of inflammatory and metabolic-related pathways [11, 12]. However, the specific molecules regulated by PPAR*γ* during inflammatory and metabolic processes remain unclear.

Long noncoding RNAs (lncRNAs) are RNA molecules that are made up of more than 200 nucleotides yet do not encode proteins. Currently, lncRNAs are primarily described as signal molecules since they interact with cellular components, including DNA, RNA, proteins, and chromatin remodeling complexes, to regulate gene expression [13]. Furthermore, animal studies have shown associations between lncRNAs and the development of kidney disease, with increasing evidence emerging suggesting that lncRNAs have an important function in the pathogenesis of DN [14]. Moreover, the expression of lncRNAs is regulated by growth and differentiation and has been shown to exhibit strong tissue and cell specificity [15]. It remains unclear, however, how lncRNAs are involved in the renoprotective role of PPAR*γ* agonists in DN, and whether this mechanism may serve as a potential target in the development of directed therapy for DN.

Given the specific protective effect of PPAR*γ* agonists on kidney tissue and the cell-specific expression of lncRNAs, we hypothesized that lncRNAs may mediate the renal effects of PPAR*γ* agonists and employed PPAR*γ* agonist, rosiglitazone, to intervene db/db diabetic mice and analyzed the lncRNA expression profile alternation in kidney. And the aim of this study is to elucidate the novel renoprotective molecular mechanism of PPAR*γ* agonists and to propose lncRNA targets for diabetic nephropathy treatment, which may provide a new approach to avoid systemic side effects.

## 2. Materials and Methods

### 2.1. Animals

Six-week-old, male C57BL/KsJ db/db diabetic (BKS. Cg-Dock7m+/+Leprdb/Nju; Nanjing Biomedical Research Institute of Nanjing University, China) and nondiabetic littermate control db/m mice were housed in a pathogen-free cage at a constant temperature of 22 ± 2°C and humidity of 50 ± 5%, with normal air CO_2_ levels, 12 h light/dark cycles and *ad libitum* access to standard diet and water. Db/db mice were randomly divided into two groups (dbR and dbdb) and treated with 20 mg/kg/day of rosiglitazone (Sigma-Aldrich; Merck KGaA, Darmstadt, Germany; dbR group) or with a vehicle by gavage for 8 weeks, respectively (from 7 to 15 weeks of age). Animal maintenance and experimental procedures were approved by the Animal Care Committee at the Ruijin Hospital, Shanghai Jiao Tong University School of Medicine (Shanghai, China).

### 2.2. Glucose Tolerance Test and Biochemical Analysis of Urine Samples

After 8 weeks of rosiglitazone or vehicle treatment, urine was collected in metabolic cages to measure the urinary albumin creatinine ratio (ACR). The concentration of albumin and creatinine was detected using the Albuwell M (cat. no. 1011, Exocell, USA) and the Creatinine Companion (cat. no. 1012, Exocell) enzyme-linked immunosorbent assay (ELISA) kits according to the manufacturer's instructions. Mice were fasted for 16 h, before the collection of blood from the caudal vein. Blood glucose concentrations were detected using OneTouch Ultra Glucose Test Strips and an OneTouch UltraEasy Glucometer (Johnson & Johnson, USA) after 0 min, 15 min, 30 min, 45 min, 60 min, 90 min, and 120 min of a 1.5 g/kg intraperitoneal glucose injection.

### 2.3. Kidney Histopathology

Kidneys were removed from 0.3% sodium pentobarbital solution anesthetized mice and immediately fixed in 4% paraformaldehyde at 4°C for 24 h, then embedded in paraffin, and sectioned at 4 *μ*m. Sections were treated with periodic acid-Schiff (PAS) (cat. no. G1008, Servicebio, Wuhan, China) and Masson's trichrome stains (cat. no. G1006, Servicebio) at room temperature according to the manufacturer's protocol. The general histological changes in glomerular and tubular structures were evaluated under the light microscope (DM1000, Leica, Germany).

### 2.4. Transmission Electron Microscopy

Renal cortex tissues were fixed in 2% glutaraldehyde in phosphate-buffered solution (PBS) buffer (pH 7.4). Samples were further incubated with 2% osmium tetroxide in PBS (pH 7.4) for 2 h at 4°C. Ultrathin sections were stained with lead citrate and uranyl acetate and were viewed on a HT770 transmission electron microscope (TEM; Hitachi, Japan) at an accelerating voltage of 80 kV. TEM micrographs were observed for the estimation of globular basement membrane (GBM) thickening and podocyte process fusion.

### 2.5. Western Blot Analysis

Renal cortex tissues were ground and lysed in radioimmunoprecipitation assay (RIPA) buffer containing protease inhibitor cocktail (Bimake, Houston, TX, USA). A total of 30 *μ*g protein of each sample was loaded on sodium dodecyl sulfate (SDS) polyacrylamide gel and transferred to polyvinylidene difluoride (PVDF) membranes (EMD Millipore, Billerica, MA, USA). Membranes were then probed with the following primary antibodies: mouse anti-fibronectin (FN; cat. no. sc-8422; 1 : 300; Santa Cruz Biotechnology, Inc., Dallas, TX, USA), rabbit anti-nephrin (cat. no. ab58968; 1 : 300; Abcam, Cambridge, MA, USA), mouse anti-E-cadherin (cat. no. ab76055; 1 : 1 000; Abcam), rabbit anti-phospho-AMPK (pAMPK; cat. no. 2535; 1 : 1 000; Cell Signaling Technology, Inc., Danvers, MA, USA), mouse anti-vimentin (cat. no. ab8978; 1 : 1 000; Abcam), and mouse anti-*β*-actin antibody (loading control; cat. no. ab8226; 1 : 2 000; Abcam). Subsequently, membranes were incubated with anti-mouse immunoglobulin (Ig)G, horseradish peroxidase- (HRP-) conjugated antibody (cat. no. 7076; 1 : 2 000; Cell Signaling Technology, Inc.) or anti-rabbit IgG, HRP-conjugated antibody (cat. no. 7074; 1 : 2 000; Cell Signaling Technology, Inc.) for 1 h at room temperature on a horizontal shaker.

Membranes were visualization using Immobilon Western Chemiluminescent HRP Substrate (cat. no. WBKLS0100; EMD Millipore) and the Luminescent Imaging Workstation (Tanon, Shanghai, China), and band intensities were quantified using ImageJ (version number 1.8.0; National Institutes of Health, Bethesda, MD, USA).

### 2.6. RNA Isolation and RNA Sequencing Analysis

Total RNA was extracted from the renal cortex of each mouse (*n* = 3 for each group) using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The integrity and purity of the RNA were determined via the Agilent 2100 Bioanalyzer system (Agilent, Santa Clara, CA, USA). All samples with RIN < 8 and 28S/18S < 1 were excluded from the analysis. Ribosomal RNA was removed with an Epicentre Ribo-zero™ rRNA removal kit (Epicentre, USA) according to the manufacturer's instructions. Sequencing libraries were generated using the rRNA-depleted RNA by NEBNext® Ultra™ Directional RNA Library prep kit from Illumina® (NEB, USA) and sequenced using an Illumina HiSeq X Ten platform from Novogene (Beijing, China), which generated 150 bp paired reads.

### 2.7. Analysis of RNA Sequencing Data

FASTQ raw reads were firstly processed through in-house Perl scripts to obtain clean reads, which were aligned with the Ensembl reference mouse transcriptome (GRCm38.p2) using TopHat v2.0.9 [16]. The resulting mapped reads for each sample were assembled using Scripture Beta2 [17] and Cufflinks (v2.1.1) [18] in a reference-based approach. Cufflinks were used to calculate fragments per kilobase of exon per million mapped reads (FPKMs) for the lncRNAs and coding genes identified in each sample that mapped to a specific fragment. Gene FPKMs were computed by adding the transcript FPKMs in each gene group. Cufflinks provide statistical computation based on negative binomial distribution, allowing for the identification of differentially expressed digital transcripts or genes. Transcripts with an adjusted *P* value (*q* value) <0.05 were considered to be differentially expressed.

### 2.8. Target Gene Prediction of lncRNAs and Enrichment Analysis

To identify lncRNAs and mRNAs at the same loci, we searched coding genes 100 kb upstream and downstream of the lncRNA, while for lncRNA coexpressed with mRNAs, we identified correlations between lncRNA expression with those of coding genes using the Pearson correlation coefficient method with the absolute value of the threshold set to 0.95 when searching common expression modules. We then analyzed the function of target genes via functional enrichment analysis. Specifically, Gene Ontology (GO; http://www.geneontology.org) enrichment analysis of differentially expressed genes (DEGs) or lncRNA target genes was performed using the goseq R package (Bioconductor), during which gene length bias was corrected. GO results with corrected *P* values (*q* values) <0.05 were considered significantly enriched by DEGs. We also employed KOBAS (2.0) [19] software to assess the statistical enrichment of DEGs or lncRNA target genes in Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/) pathways. A pathway with *q* < 0.05 was defined as significantly enriched in DEGs compared to the whole genomic background.

### 2.9. Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) was also performed using GSEA v3.0 software [20] for the complete mRNA expression dataset. The Molecular Signatures Database (MSigDB) (http://software.broadinstitute.org/gsea/msigdb) was used to provide predefined gene sets.

### 2.10. RNA Sequencing qRT-PCR Validation

Total RNA isolated from the renal cortices of mice (*n* = 5 for each group) were processed by reverse transcription to create cDNA using a high capacity cDNA reverse transcription kit (Applied Biosystems; Thermo Fisher Scientific, Inc., Waltham, MA, USA) according to the manufacturer's instructions. Real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) was performed using SYBR® Premix Ex Taq™ (TAKARA, Japan) and the StepOnePlus real-time PCR system (Applied Biosystems) with primer sequences listed in Supplementary [Supplementary-material supplementary-material-1]. Expression levels of each lncRNA were calculated after normalizing with *β*-actin. The results were analyzed using the comparative cycle threshold (2^−∆∆Ct^) method.

### 2.11. Statistical Analyses of Phenotypic Data

Data for each study group are expressed as mean ± standard error of the mean (SEM). Comparisons between two groups were performed using unpaired Student's *t*-tests after determination of data distributions and variance. One-way analysis of variance (ANOVA) followed by Tukey multiple comparisons test was performed when more than two groups were involved in the analysis. All tests were two-tailed, with a *P* < 0.05 considered to be a statistically significant result.

## 3. Results

### 3.1. Rosiglitazone Protected Db/Db Mice against Kidney Injury

To determine whether rosiglitazone served to protect kidneys from damage during DN, we firstly evaluated the renal phenotypes of db/m and db/db mice with and without rosiglitazone treatment. During the 8 weeks of administration, the body weights of db/db mice (both dbdb and dbR groups) were significantly higher than those of db/m (control) mice of the same age. Further, beginning at the 6^th^ week of treatment, the body weight of the dbR group was found to be significantly higher than that of the dbdb group (Figure 1(a)). After 8 weeks of administration (15 weeks of age), the results from the intraperitoneal glucose tolerance test (IPGTT) suggested that rosiglitazone significantly improved glucose tolerance in db/db mice (Figure 1(b)). Moreover, the urinary ACR was determined to be significantly higher in the dbdb group compared to the control group, while rosiglitazone treatment (dbR group) effectively reduced the urinary ACR of db/db mice (Figure 1(c)). Additionally, transmission electron microscopy (TEM) micrographs showed apparent podocyte foot process fusion in the dbdb group compared with the control group, and recovery was observed in the dbR group (Figure 1(d)). These results indicated that treatment with rosiglitazone protects against the development of podocyte lesions in DN and reduces proteinuria.

Moreover, PAS staining revealed obvious glomerular hypertrophy and substantial mesangial matrix accumulation in the glomeruli of the dbdb group compared to the control group (Figure 1(e)). Furthermore, Masson's trichome staining revealed apparent mesangial area expansion, glomerulosclerosis, and tubulointerstitial fibrosis in the dbdb group (Figure 1(f)). Treatment with rosiglitazone resulted in only minor differences compared with the control group, without apparent development of pathological characteristics in the light micrographs.

Western blot analysis revealed that, compared with the control group, the expression of E-cadherin, nephrin, and pAMPK in the kidney cortex tissue was significantly downregulated in the dbdb group, while the expression of FN and vimentin was increased (Figures 1(g) and 1(h)). However, treatment with rosiglitazone served to reverse the altered expression of these proteins (Figures 1(g) and 1(h)). These data suggest that rosiglitazone improves podocyte injury, glomerulosclerosis, and epithelial-mesenchymal transdifferentiation (EMT) in DN.

### 3.2. Rosiglitazone Treatment Reversed Partial Differentially Expressed mRNAs and lncRNAs in Diabetic Nephropathy

To identify the molecular mechanisms responsible for the renal protective effects elicited by rosiglitazone, we extracted total RNA from the renal cortices of 3 mice in each of the control, dbdb, and dbR groups and performed RNA-seq analysis. 

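The renal cortex of 3 control (db/m) mice, 3 dbdb mice and 3 dbR mice gave 1 library per mouse. The db/db mouse lacks the signalling form of the leptin receptor and becomes obese and diabetic, while db/m mice keep a normal copy of the gene and stay lean. Rosiglitazone, an agonist of the nuclear receptor PPARγ, was given to the dbR mice at 20 mg/kg/day for 8 weeks, from 7 weeks of age, and the cortices were taken at 15 weeks. The libraries were depleted of ribosomal RNA and kept the strand of each RNA, so transcripts without a poly(A) tail were also read. The authors aligned the read pairs to the mouse genome (GRCm38) with TopHat, assembled transcripts with Scripture and Cufflinks, and deposited the FPKM of each transcript in each library (fragments per kilobase of transcript, relative to the mapped fragments of the library). These values cover 50660 mRNA transcripts of 21950 genes, 2071 annotated lncRNA transcripts and 461 lncRNA transcripts that the authors assembled. Coordinates of lncRNAs assembled by the authors are those of their files, and all other coordinates are from the GENCODE annotation of GRCm38. FPKM values hold no read counts, but their smallest steps show the relative depth of the libraries. With control replicate 1 set to 1, the relative depth was between 0.950 and 1.03 in the control group, between 0.939 and 0.985 in the dbdb group and between 0.914 and 1.14 in the dbR group. The same steps correspond to between 24.2 M and 30.1 M fragments per library. Mitochondrial transcripts made up between 26.9% and 32.8% of the mRNA FPKM of a library. The FPKM values were used as deposited, without a further scaling between libraries. log2(FPKM + 0.1) was fitted with limma in 1 model over all 9 libraries, for the 31858 transcripts with a mean FPKM of at least 0.1, and transcripts with a Benjamini-Hochberg adjusted p under 0.05 over mRNAs and lncRNAs together were called differentially expressed. The paper called transcripts with the statistics of Cufflinks, based on a negative binomial distribution, so its counts come from another test. Fold changes on this scale understate the change of transcripts with low FPKM. The FPKM of a transcript also depends on how the reads of its gene were divided among its transcripts, so FPKM summed per gene was tested as an alternative. On simulated data with the spread of these libraries, the fit recovered 66.5% (dbdb vs. control) and 65% (dbR vs. dbdb) of 200 transcripts changed by 1 on the log2 scale. The 200 were drawn from transcripts with a mean FPKM of at least 1, and smaller changes were not simulated.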

All RNA-seq data have been deposited in the NCBI's Gene Expression Omnibus (accession no. GSE139987). The bioinformatic analysis consisted of two independent comparisons: db/db vs. normal control (dbdb vs. control) and db/db mice treated with rosiglitazone (dbR) vs. mice treated with a vehicle (dbdb). Volcano plots provided an overview of the differential expression of mRNAs (Figures 2(a)–2(c)) and lncRNAs (Figures 2(d)–2(f)). A threshold of *q* < 0.05 was the setpoint to confirm differential expression. 

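At an unadjusted p under 0.05 from limma, 7644 of the 31858 transcripts (24.0%) differed between dbdb and control mice, and 3265 (10.2%) differed between dbR and dbdb mice. The smallest Benjamini-Hochberg adjusted p was 8.69e-06 in dbdb vs. control and 0.0109 in dbR vs. dbdb. All 3 libraries of 1 group lay above all 3 of the other for 9536 transcripts (29.9%) in dbdb vs. control and for 5137 (16.1%) in dbR vs. dbdb, where chance gives 10%. Across the tested transcripts, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of -0.43, and both comparisons contain the same 3 dbdb libraries.

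**Figure D1:**
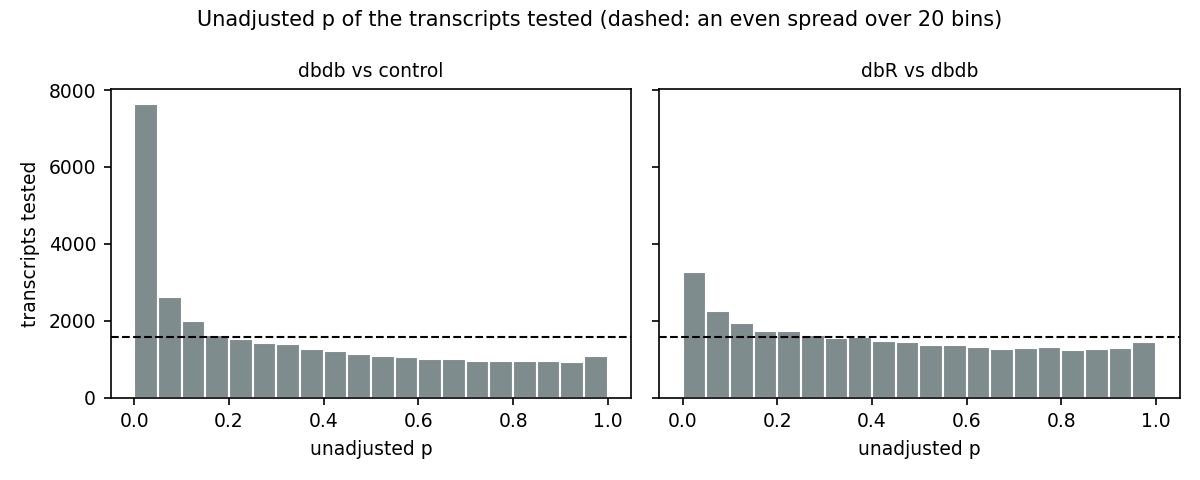
Number of transcripts (vertical axis) by unadjusted p from limma (horizontal axis) in dbdb vs. control and in dbR vs. dbdb. The dashed line marks the height of an even spread, and the lowest bin holds 7644 transcripts in dbdb vs. control and 3265 in dbR vs. dbdb.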

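Compared with the control group, 2776 of the 29362 mRNA transcripts tested were differentially expressed in dbdb mice, 1308 upregulated and 1468 downregulated (adjusted p under 0.05 from limma). The alternative that moved this count most was to leave out control replicate 3, which gave 1639, and the 9 other splits of these 6 libraries into 3 and 3 gave between 0 and 6. With mitochondrial transcripts left out and the libraries scaled to the same sum, a scaling chosen after seeing the data, 73.2% of 3180 transcripts were upregulated, against 47.1% with the FPKM as deposited. Of the 1176 transcripts in the paper's list of upregulated mRNAs (Supplementary Table 1), 808 were called here and 1108 had all 3 dbdb libraries above all 3 control libraries. Of the 1010 in its list of downregulated mRNAs (Supplementary Table 2), 759 were called here and 960 had all 3 dbdb libraries below all 3 control libraries. Slc22a7, Slco1a1 and Ugt1a2 were among the 10 transcripts with the largest changes. Slc22a7 (ENSMUST00000087012), which encodes an organic anion transporter of the proximal tubule, lies on chromosome 17 from 46432183 to 46438457 on the minus strand. Its FPKM was 31.4 ± 8.60 (SD, n = 3) in control mice and 0.434 ± 0.0881 (SD, n = 3) in dbdb mice, a log2 fold change of -5.85 (standard error 0.34, adjusted p = 0.000166). Slco1a1 (ENSMUST00000042119), another anion transporter, fell from an FPKM of 180.1 ± 73.3 (SD, n = 3) to 4.88 ± 4.60 (SD, n = 3), a log2 fold change of -5.49 (adjusted p = 0.00158). Ugt1a2 (ENSMUST00000049289), a UDP-glucuronosyltransferase that shares exons with the other Ugt1a genes, rose from 4.01 ± 1.78 (SD, n = 3) to 178 ± 70.7 (SD, n = 3), a log2 fold change of 5.47 (adjusted p = 0.000264). Lepr (ENSMUST00000106921), the leptin receptor gene that carries the db mutation, lies on chromosome 4 from 101717404 to 101813667 on the plus strand. Its FPKM was 0.999 ± 0.0790 (SD, n = 3) in control mice and 0.308 ± 0.0674 (SD, n = 3) in dbdb mice, a log2 fold change of -1.44 (standard error 0.31, adjusted p = 0.0249).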

Results indicate that 1176 mRNAs were differentially upregulated (Supplementary [Supplementary-material supplementary-material-1]) and 1010 were downregulated (Supplementary [Supplementary-material supplementary-material-1]) in the dbdb mice compared to the control group. A further 378 mRNAs were determined to be differentially upregulated (Supplementary [Supplementary-material supplementary-material-1]), and 216 were downregulated (Supplementary [Supplementary-material supplementary-material-1]) in the dbR mice compared to the dbdb group. 

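Between dbR and dbdb mice, 4 mRNA transcripts were differentially expressed, all upregulated (adjusted p under 0.05 from limma). An unadjusted p under 0.05 was found for 3096 transcripts, 1611 of them higher and 1485 lower in dbR mice. The 9 other splits of the 6 libraries into 3 and 3 gave between 0 and 5 transcripts with an adjusted p under 0.05. Summing FPKM over the transcripts of each gene moved the count most, to 64 of 14537 genes, 50 of them upregulated and 14 downregulated. Of the 387 transcripts in the paper's list of upregulated mRNAs (Supplementary Table 3), 348 had an unadjusted p under 0.05, 335 had all 3 dbR libraries above all 3 dbdb libraries, and 3 were called here. Of the 216 in its list of downregulated mRNAs (Supplementary Table 4), 160 had an unadjusted p under 0.05, 154 had no overlap between the groups, and 0 were called here. Ecm1 (ENSMUST00000117507), which encodes extracellular matrix protein 1, lies on chromosome 3 from 95734147 to 95739569 on the minus strand. Its FPKM was 15.5 ± 1.3 (SD, n = 3) in dbdb mice and 40.7 ± 2.53 (SD, n = 3) in dbR mice, a log2 fold change of 1.39 (standard error 0.10, adjusted p = 0.0109). The control mice had an Ecm1 FPKM of 10.4 ± 1.19 (SD, n = 3), so that the level rose in dbdb mice (log2 fold change 0.58, adjusted p = 0.00922) and rose again in dbR mice. With each library left out in turn, the adjusted p of Ecm1 in dbR vs. dbdb lay between 0.00618 and 0.119. Npr3 and Adgrg4 were also called.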

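An unadjusted p under 0.05 in both comparisons was found for 1433 mRNA transcripts, of which 579 were higher in dbdb than in control mice and lower in dbR than in dbdb mice, and 0 of those had an adjusted p under 0.05 in both comparisons. The paper's supplementary lists hold 133 transcripts with this pattern, a count that differs from the one in its text. The pattern of each transcript was taken from its presence in the paper's lists for the single comparisons. Both log2 fold changes had these signs for 130 of the 133. The dbdb vs. control difference was called here for 81 of the 133 and the dbR vs. dbdb difference for 0, with an unadjusted p under 0.05 in dbR vs. dbdb for 91. For 85 of the 133, the 3 dbdb libraries lay above the control libraries and above the dbR libraries without overlap. In the dbR group their level had moved back towards the control level by a median of 64.7% of the difference between dbdb and control. The 3 dbdb libraries enter both comparisons with opposite signs. When each comparison was given dbdb libraries of its own, on average 59.1% of the mRNA transcripts called in dbdb vs. control had the opposite sign in dbR vs. dbdb, against 73.4% with the dbdb libraries shared. For the former, a single dbdb library was set against the dbR libraries and the others against the control libraries. The drop can therefore also come from the smaller number of libraries.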

There were also 118 mRNAs identified as upregulated in dbdb compared to the control yet downregulated in the dbR mice compared to those in the dbdb group (Figure 2(c), Supplementary [Supplementary-material supplementary-material-1]). Alternatively, 133 mRNAs were differentially downregulated in dbdb compared to the control yet were upregulated in the dbR mice compared to the dbdb group (Figure 2(c), Supplementary [Supplementary-material supplementary-material-1]). Moreover, 88 lncRNAs were identified as upregulated (Supplementary [Supplementary-material supplementary-material-1]) and 68 were downregulated (Supplementary [Supplementary-material supplementary-material-1]) in dbdb mice compared to the control, while 14 were upregulated (Supplementary [Supplementary-material supplementary-material-1]) and 13 were downregulated (Supplementary [Supplementary-material supplementary-material-1]) in dbR mice compared to the dbdb group. 

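The opposite pattern, lower in dbdb than in control mice and higher in dbR than in dbdb mice, was found for 643 mRNA transcripts at an unadjusted p under 0.05 in both comparisons, and 2 of them, Npr3 and Adgrg4, had an adjusted p under 0.05 in both. Npr3 (ENSMUST00000066529) encodes the clearance receptor for natriuretic peptides and lies on chromosome 15 from 11839896 to 11905639 on the minus strand. Its FPKM was 5.95 ± 0.516 in control, 2.82 ± 0.192 in dbdb and 6.19 ± 0.0475 in dbR mice (SD, n = 3 each). The log2 fold change of Npr3 was -1.05 in dbdb vs. control (adjusted p = 0.000594) and 1.11 in dbR vs. dbdb (adjusted p = 0.0183). Adgrg4 (ENSMUST00000096431), an adhesion G protein-coupled receptor gene on chromosome X from 56963325 to 56980352, had an FPKM of 5.51 ± 0.189 in control, 2.24 ± 0.186 in dbdb and 5.01 ± 0.594 in dbR mice (SD, n = 3 each). Its log2 fold changes were -1.26 (adjusted p = 0.000594) and 1.12 (adjusted p = 0.0499). With each library left out in turn, the adjusted p in dbR vs. dbdb lay between 0.0256 and 0.119 for Npr3 and between 0.0600 and 0.141 for Adgrg4. The paper's supplementary lists hold 110 transcripts with this pattern, which also differs from the count in its text. Both log2 fold changes had these signs for all 110. Of these, 79 were called here in dbdb vs. control and 2 in dbR vs. dbdb, and 95 had an unadjusted p under 0.05 in dbR vs. dbdb. Their level in dbR mice had moved back towards the control level by a median of 73.9%.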

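Of the 2496 lncRNA transcripts tested, 164 were differentially expressed in dbdb mice compared with control mice, 77 upregulated and 87 downregulated (adjusted p under 0.05 from limma). Summing FPKM over the transcripts of each gene moved this count most, to 350 of 2013 genes. In dbR vs. dbdb, 0 lncRNA transcripts were called and 169 had an unadjusted p under 0.05. Of the paper's lists for dbdb vs. control (Supplementary Tables 7 and 8), 41 of 88 upregulated and 43 of 68 downregulated lncRNAs were called here, and 80 and 64 had an unadjusted p under 0.05. Of its lists for dbR vs. dbdb (Supplementary Tables 9 and 10), 9 of 14 upregulated and 8 of 13 downregulated lncRNAs had an unadjusted p under 0.05. The largest change among the called lncRNAs was that of LNC_000202, an lncRNA assembled by the authors on chromosome 16 from 20444864 to 20471092 (minus strand), with an FPKM of 2.58 ± 0.866 (SD, n = 3) in control mice and of at most 0.000697 in the dbdb libraries (log2 fold change -4.69, adjusted p = 0.000287). Gm26917 and Yam1, which the paper lists among the lncRNAs upregulated in dbdb mice, were close to 0 in a single control library. Gm26917 had an FPKM of 5.27 in control replicate 3 and of at least 1083 in each other library, and its log2 fold change in dbdb vs. control was 3.43 with that library and 0.82 without it. Yam1 had an FPKM of 0.842 in control replicate 3 and of at least 102 in each other library, with log2 fold changes of 2.86 and 0.44, and lies inside a gene annotated as ribosomal RNA.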

Further, 7 lncRNAs were upregulated in dbdb compared to the control yet downregulated in dbR mice compared to dbdb (Figure 2(f), Supplementary [Supplementary-material supplementary-material-1]), and another 3 lncRNAs were downregulated in dbdb compared to control yet upregulated in dbR compared to dbdb (Figure 2(f), Supplementary [Supplementary-material supplementary-material-1]). 

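The lncRNAs that the paper lists as upregulated in dbdb and downregulated in dbR mice (Supplementary Tables 11 and 12) are LNC_000287, LNC_000331, LNC_000321 and LNC_000172, which the authors assembled, and the annotated Gm26917, Gm26578 and Gm17767. Those with the opposite pattern are 2610035D17Rik, LNC_000189 and LNC_000167. All 10 had both directions in the log2 fold changes, 4 of the 7 and 0 of the 3 were called here in dbdb vs. control, and 0 of the 10 were called in dbR vs. dbdb. Without overlap between groups in both comparisons were 6 of the 7 and 0 of the 3. LNC_000321 on chromosome 4 from 49302136 to 49336396 had an FPKM of 0.156 ± 0.0359, 1.17 ± 0.0785 and 0.484 ± 0.183 in control, dbdb and dbR mice (SD, n = 3 each), with log2 fold changes of 2.32 (adjusted p = 0.00328) and -1.17 (adjusted p = 0.256). LNC_000172 on chromosome 15 from 88875693 to 88878610 had 0.194 ± 0.00545, 0.775 ± 0.193 and 0.453 ± 0.167 FPKM in the same order. Gm26578 had 0.632 ± 0.0576, 1.02 ± 0.0298 and 0.647 ± 0.176 FPKM, and Gm17767 had 2.18 ± 0.0660, 3.10 ± 0.523 and 2.12 ± 0.0961 FPKM. LNC_000189 on chromosome 16 from 65665078 to 65689018 had 0.707 ± 0.0662, 0.288 ± 0.139 and 0.472 ± 0.197 FPKM, so that the dbR mean differed from the dbdb mean by less than the SD of the dbR libraries. LNC_000167 on chromosome 15 from 60781418 to 60799484 had 0.768 ± 0.347, 0.375 ± 0.153 and 0.551 ± 0.0896 FPKM.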

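In a principal component analysis of log2(FPKM + 0.1) of the tested transcripts, the first component held 20.7% of the variance and separated the 3 control libraries, at -81.4 to -74.8, from all 6 db/db libraries, at 32.1 to 46.6. The second component held 12.6%. On it the dbdb libraries lay between -64.1 and -14.8 and the dbR libraries between 14.5 and 71.9, while the control libraries spread from -43.4 to 46.1. Over the paper's lists, the directions of the group means were those of the paper for all 2972 transcripts, and between 57.1% and 95.6% of the transcripts of a list had no overlap between the groups, where chance gives 10%. The lists are the paper's calls on the same libraries, so these shares show no stability.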

Heatmaps were constructed to indicate the shared mRNA and lncRNA expression between these three study groups (Figures 2(g)and 2(h)).

### 3.3. The Differentially Expressed mRNAs and lncRNA-Targeted mRNAs Were Associated with Specific GO Functions and KEGG Pathways

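mRNA genes within 100 kb of a differentially expressed lncRNA were counted as colocated, as in the paper. In dbdb vs. control, the lncRNA transcripts called here and the tested mRNA genes within this distance of them formed 374 pairs. The lncRNA and its neighbour had the same direction in 252 pairs (67.4%), and the neighbour was differentially expressed at the gene level in 152 (40.6%), compared with 25.1% of all genes. Among the 374 pairs, 22 overlapped in position. For dbR vs. dbdb, in which no lncRNA was called here, the lncRNAs of the paper's lists were used. There, 22 transcripts formed 57 pairs, of which 28 (49.1%) had the same direction, and 0 neighbours were differentially expressed, compared with 0.440% of all genes. The paper's own table of colocated pairs holds 1252 pairs of 139 lncRNA genes and 504 mRNA genes.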

The number of differentially expressed lncRNAs colocated target mRNAs (the mRNAs are listed in Supplementary [Supplementary-material supplementary-material-1]) was too few to perform GO analysis. However, the histogram depicting the GO enrichment of differentially expressed mRNAs (Figure 3(a), Supplementary [Supplementary-material supplementary-material-1]) and differentially expressed lncRNAs coexpressed mRNAs (the mRNAs are listed in Supplementary [Supplementary-material supplementary-material-1]) (Figure 3(b), Supplementary [Supplementary-material supplementary-material-1]) in dbdb mice compared to the control group reveals that a large proportion of these mRNAs and lncRNAs are associated with metabolic functions. 

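GO memberships were not analysed here. In their place, 25 gene sets written by hand before the data were examined were tested with limma's camera on FPKM summed per gene, over 14537 genes. These are not the paper's sets, and their adjusted p covers the 25 sets. In dbdb vs. control, 7 sets had an adjusted p under 0.05. With the correlation between genes estimated from the data in place of a fixed 0.01, the alternative that moved the count most, 0 sets passed and 2 had an unadjusted p under 0.05. Other splits of the same 6 libraries into 3 and 3 gave between 4 and 10 sets. Proximal tubule genes fell by a mean of 1.45 on the log2 scale (8 of 12 lower, adjusted p = 0.0221), and the 8 members other than Kap, Slc7a13, Slco1a1 and Slc22a7, which were set apart after their values were seen, had a mean log2 fold change of -0.03. Genes of cholesterol synthesis were lower in dbdb mice (mean log2 fold change -0.33, 15 of 25 genes lower, adjusted p = 0.0333). Genes of fatty acid oxidation had a mean log2 fold change of 0.32 (15 of 27 higher, adjusted p = 0.274), and 15 of its genes were called one by one, 10 of them higher in dbdb mice. Of 18 target genes of PPARγ, 9 were higher and 9 lower (mean log2 fold change 0.30, adjusted p = 0.438), and 14 were called one by one, 9 of them higher. For both sets, neither past the threshold, the mean level was higher in all 3 dbdb libraries than in the control libraries (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow).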

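Among the hand-written sets, the paper's list of mRNAs downregulated in dbR mice (Supplementary Table 4) holds 7 genes of MHC class II, 9 of MHC class I presentation and 13 of the immediate-early and NF-κB response. The mean level of MHC class II genes, as log2(FPKM + 0.1), was 1.75 and 2.15 in dbdb replicates 1 and 2 and 5.85 in dbdb replicate 3, and lay between 2.14 and 3.38 in the dbR libraries. Their mean log2 fold change in dbR vs. dbdb was -0.53 (0 of 8 higher, adjusted p = 0.450 from limma's camera) with all libraries and 0.77 (adjusted p = 0.00243) without dbdb replicate 3. Genes of MHC class I presentation went from -0.19 (4 of 19 higher, adjusted p = 0.390) to 0.41 (adjusted p = 4.36e-05) without that library. For 16 of the 17 MHC transcripts in the paper's list, the direction of the group means also depended on dbdb replicate 3, and in all 26 of its 216 transcripts did. Macrophage genes, in contrast, were higher in dbR than in dbdb mice (mean log2 fold change 0.30, 15 of 16 higher, adjusted p = 0.00445), but their levels overlapped, with 0.71 in dbdb replicate 3 and 0.60 in dbR replicate 1 (two-sided exact permutation test, p = 0.20), and over the alternatives the adjusted p ranged from 6.75e-06 to 0.839.

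**Figure D2:**
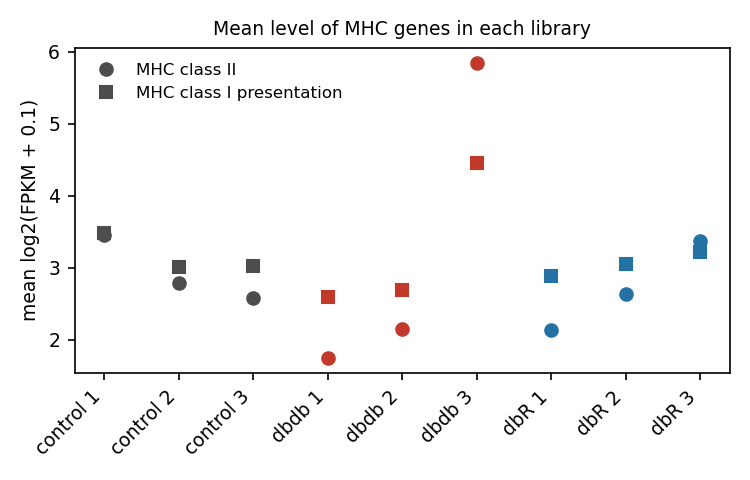
Mean level of MHC class II genes (circles) and of genes of MHC class I presentation (squares) in each of the 9 libraries, as mean log2(FPKM + 0.1), coloured by group. dbdb replicate 3 is above every other library in both sets, at 5.85 and 4.45.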

Alternatively, the analysis comparing dbR and dbdb mice contained a high proportion of differentially expressed mRNAs associated with inflammatory functions (Figure 4(a), blue arrow; Supplementary [Supplementary-material supplementary-material-1]), while the differentially expressed lncRNAs that were coexpressed with mRNAs were found to be more enriched in metabolic-related function (Figure 4(b), red arrow; Supplementary [Supplementary-material supplementary-material-1]).

The top 20 significantly enriched pathways are presented in Figure 5, and the degree of KEGG enrichment is expressed as rich factor, *q* value, and the number of genes enriched in each pathway. In the analysis between db/db and control mice, the differentially expressed mRNAs (Figure 5(a), Supplementary [Supplementary-material supplementary-material-1]) and differentially expressed lncRNAs colocated (Figure 5(b), Supplementary [Supplementary-material supplementary-material-1]) or coexpressed (Figure 5(c), Supplementary [Supplementary-material supplementary-material-1]) with mRNAs were most strongly associated with metabolic pathways as observed by the high enriched gene numbers and low *q* values. However, differentially expressed mRNAs were also found to be highly associated with inflammatory processes (*q* value =0.053), including *Staphylococcus aureus* infection as well as complement and coagulation cascades (Figure 5(a)). 

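The mean log2 fold change of 30 complement genes in dbdb vs. control was -0.34, with 12 genes higher and 18 lower in dbdb mice (adjusted p = 0.15 from limma's camera over the 25 sets). Without dbdb replicate 3 it was -0.49 (adjusted p = 0.0178). Taken 1 by 1 at the gene level, 11 of the 30 were differentially expressed, 3 of them upregulated. The paper's list of upregulated mRNAs holds 5 complement genes (C3, C4b, C7, Cd59a and Cfi), and its list of downregulated mRNAs holds 8 (C1qa, C1qb, C1qc, C3ar1, C8a, Cd55, Itgax and Mbl1).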

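Of 82 genes of ribosomal proteins, 80 were higher in dbR than in dbdb mice, with a mean log2 fold change of 0.27 (adjusted p = 2.27e-21 from limma's camera). Their mean level, as log2(FPKM + 0.1), was 8.39, 8.22 and 8.13 in the dbdb libraries and 8.37, 8.60 and 8.59 in the dbR libraries. The levels overlap (two-sided exact permutation test, p = 0.20, where 3 libraries against 3 allow no less than 0.10). With the correlation between genes estimated from the data, the adjusted p of this set was 0.839. Of the 25 sets, 8 had an adjusted p under 0.05 in dbR vs. dbdb, where other splits of the 6 libraries gave between 1 and 9. The paper's list of mRNAs upregulated in dbR mice holds 22 of these genes, and 2 of the 82 were called here at the gene level. Complement genes rose by a mean of 0.22 on the log2 scale in dbR vs. dbdb (22 of 30 higher, adjusted p = 0.00461). Their mean level in dbdb replicate 3, 1.45, was above those of the dbR libraries, 1.31, 1.36 and 1.44 (two-sided exact permutation test, p = 0.40), and over the alternatives the adjusted p ranged from 1.52e-05 to 0.839. The paper lists C3, C7, Mbl1 and Serping1 among others as upregulated and C4b and Cfi as downregulated in dbR mice.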

More specifically, within the comparison of dbR and dbdb mice, both the differentially expressed mRNAs (Figure 5(d), Supplementary [Supplementary-material supplementary-material-1]) and the differentially expressed lncRNAs coexpressed with mRNAs (Figure 5(f), Supplementary [Supplementary-material supplementary-material-1]) were most strongly associated with the ribosome pathway, and differential mRNAs were also enriched significantly in inflammatory-related pathways, including *Staphylococcus aureus* infection, intestinal immune network for IgA production, complement and coagulation cascades, and antigen processing and presentation (Figure 5(d), Supplementary [Supplementary-material supplementary-material-1]). 

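LNC_000331, an lncRNA assembled by the authors and listed by the paper as downregulated in dbR mice, lies on chromosome 5 from 87509415 to 87526605 on the plus strand of GRCm38. It overlaps Sult1b1, a sulfotransferase gene on the minus strand from 87513339 to 87538195, and lies 28040 bases from Sult1d1 and 85212 bases from Ugt2b38, which encodes a UDP-glucuronosyltransferase. Its FPKM was 1.80 ± 0.15, 4.01 ± 0.858 and 2.45 ± 0.776 in control, dbdb and dbR mice (SD, n = 3 each), and its log2 fold change in dbR vs. dbdb was -0.71 (adjusted p = 0.335). At the gene level the log2 fold change in dbR vs. dbdb was -0.47 for Sult1b1 (adjusted p = 0.358), 0.01 for Sult1d1 (adjusted p = 0.985) and -0.04 for Ugt2b38 (adjusted p = 0.905), and none of the 3 neighbours was called. LNC_000332 and LNC_000333, also on the plus strand of chromosome 5, lie 5868 and 14796 bases from Slc4a4, which encodes a sodium bicarbonate cotransporter. Among the 13 lncRNAs that the paper lists as downregulated in dbR mice, they had the lowest log2 fold changes, -1.77 (adjusted p = 0.182) and -1.67 (adjusted p = 0.206), while that of Slc4a4 was 0.05 (adjusted p = 0.854).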

Alternatively, the differentially expressed lncRNAs that were colocated with mRNAs were determined to be significantly enriched in metabolic-related pathways, including steroid hormone biosynthesis, starch and sucrose metabolism, pentose and glucuronate interconversions, and metabolism of xenobiotics by cytochrome P450 (Figure 5(e), Supplementary [Supplementary-material supplementary-material-1]); the metabolism pathways and NF*κ*b signaling pathway were also notably associated with these differentially expressed mRNAs and however did not reach statistical significance (Figure 5(e), Supplementary [Supplementary-material supplementary-material-1]). Taken together, it appears that the differentially expressed mRNAs identified in dbdb compared to dbR mice were more enriched in inflammation-related pathways rather than those associated with metabolic processes.

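Between dbR and dbdb mice, the mean log2 fold change of the hand-written metabolic sets was -0.06 for fatty acid oxidation (7 of 27 genes higher, adjusted p = 0.0613 from limma's camera), -0.12 for target genes of PPARγ (9 of 18 higher, adjusted p = 0.450) and 0.15 for cholesterol synthesis (19 of 25 higher, adjusted p = 0.0166). The paper's lists for dbR vs. dbdb hold 0 genes of fatty acid oxidation and 3 of cholesterol synthesis, among them Insig1 and Sqle. From the GO terms and KEGG pathways enriched in these lists (Figures 4 and 5), the paper proposes that the mRNAs changed by rosiglitazone belong more to inflammation-related than to metabolic pathways.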

### 3.4. Inflammation-Related Genes Were Significantly Enriched in dbR Compared to Dbdb Mice following GSEA

The complete mRNA expression dataset was submitted to GSEA to extract biologically relevant information. 

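The paper's MSigDB sets were not analysed here, and 25 hand-written sets stand in their place. In dbdb vs. control, T lymphocyte genes had a mean log2 fold change of -0.89 (0 of 14 genes higher, adjusted p = 0.000418 from limma's camera) and macrophage genes of -0.95 (0 of 16 higher, adjusted p = 2.91e-05). For both sets, all 3 dbdb libraries lay below all 3 control libraries, which by a two-sided exact permutation test is p = 0.10, the smallest that 3 against 3 allow. Genes of the immediate-early and NF-κB response, among them Gadd45b and Per1, had a mean log2 fold change of 0.40 (39 of 51 higher in dbdb mice, adjusted p = 0.000418), and all 3 dbdb libraries lay above the control libraries. Genes of the hypoxia response had a mean log2 fold change of 0.19 (25 of 34 higher, adjusted p = 0.0619). These directions were the same with the libraries scaled to a common 75th percentile and with mitochondrial transcripts left out.

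**Figure D3:**
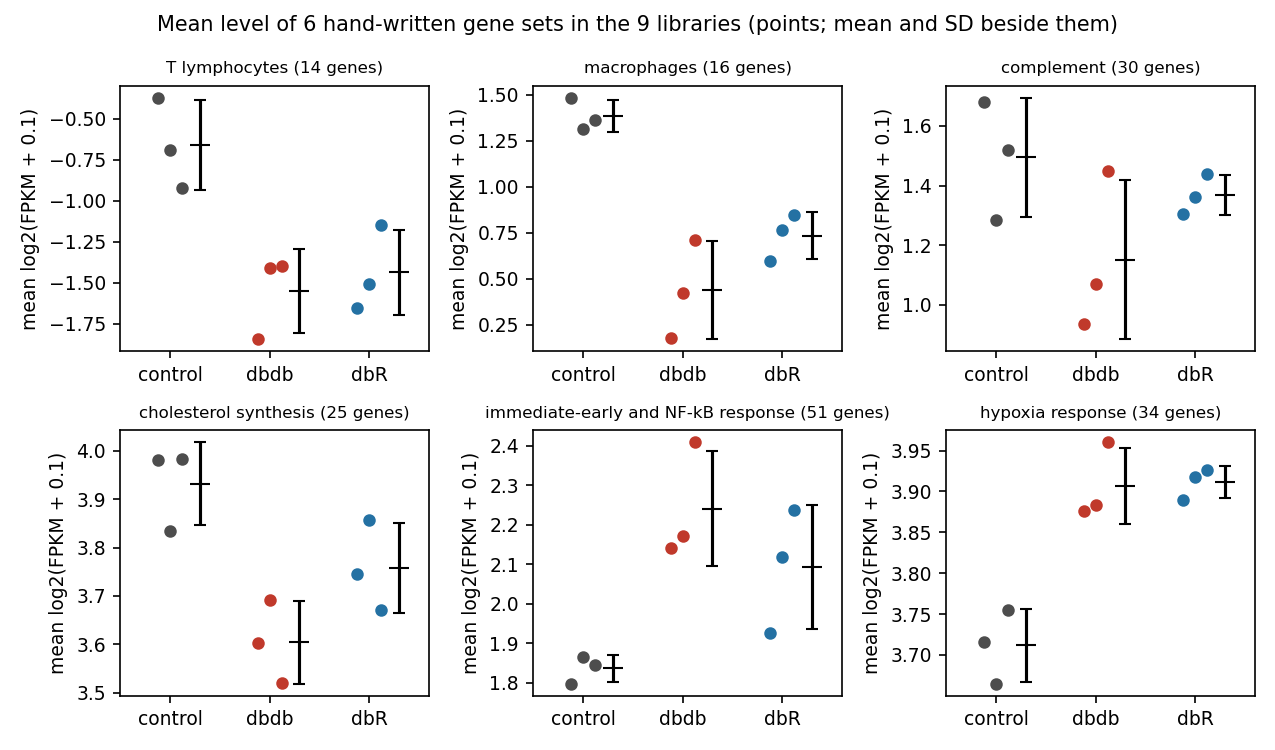
Mean level of 6 hand-written gene sets in each library, as mean log2(FPKM + 0.1) on vertical axes that do not start at 0, by group, with the group mean and SD beside the points. The dbdb libraries lie below the control libraries for T lymphocytes, macrophages and cholesterol synthesis and above them for the immediate-early and NF-κB response and the hypoxia response; for complement the 2 groups overlap.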

The GSEA of differentially expressed mRNA in dbdb mice compared to the control group revealed enrichment in three inflammation-related (Figures 6(a)–6(c)) and one metabolism-related gene sets (Figure 6(d)) that were significantly upregulated in dbdb mice, and the TNF*α* signaling via NF*κ*b (Figure 6(e)) as well as the hypoxia gene sets (Figure 6(f)) were significantly upregulated in the control group (Supplementary Tables [Supplementary-material supplementary-material-1], [Supplementary-material supplementary-material-1]). Furthermore, within the analysis of dbR mice compared to those in the dbdb group, both the TNF*α* signaling via NF*κ*b (Figure 6(g)) and the hypoxia gene sets (Figure 6(h)) were upregulated in dbR mice, while another two inflammation-related gene sets (Figures 6(i) and 6(j)) and the reactive oxygen species pathway gene set (Figure 6(k)) were upregulated in dbdb mice (Supplementary Tables [Supplementary-material supplementary-material-1], [Supplementary-material supplementary-material-1]). 

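In dbR vs. dbdb, genes of the immediate-early and NF-κB response had a mean log2 fold change of -0.15, with 33 of 51 genes lower in dbR mice (adjusted p = 0.0166 from limma's camera). Without dbdb replicate 3 or without dbR replicate 1 the mean was -0.06 and no longer passed the threshold (adjusted p = 0.273 and 0.255). The levels of the dbR libraries, 1.93, 2.12 and 2.24, overlapped those of the dbdb libraries, 2.14, 2.17 and 2.41. Of 34 genes of the hypoxia response, 15 were higher and 19 lower in dbR mice. Antioxidant enzyme genes had a mean log2 fold change of 0.07 (19 of 26 higher in dbR mice, adjusted p = 0.112).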

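Of 59 extracellular matrix genes in the hand-written set, which also holds Acta2, Vim and Ctgf, 38 were higher in dbR than in dbdb mice, with a mean log2 fold change of 0.18 (adjusted p = 0.00675 from limma's camera). Leaving out dbdb replicate 1 or dbR replicate 1 took the adjusted p of the set above 0.05, to 0.0681 and 0.0958. The paper's list of mRNAs upregulated in dbR mice holds 15 of these genes, among them Col1a1, Col1a2, Col3a1, Col5a1 and Fbn1, and its list of downregulated mRNAs holds Col27a1, Ctgf and Grem1.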

We also noted that the epithelial-mesenchymal transition gene set exhibited the highest NES value with an FDR <25% and was associated with differentially expressed mRNAs in dbR mice compared to the dbdb group (Figure 6(l), Supplementary [Supplementary-material supplementary-material-1]), which may contribute to the renal protective mechanism of rosiglitazone in DN.

### 3.5. Validation of Representative lncRNAs

The RNA-seq results were verified via qRT-PCR. Six lncRNAs that exhibited opposite expression patterns in dbdb vs. control and dbR vs. dbdb analyses were randomly chosen (Figure 7(a)) and qualified by qRT-PCR using total RNA from kidney cortices of db/db mice. 

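AI838599 (ENSMUST00000145581, a transcript of 543 bases) is an intergenic lncRNA on chromosome 4 from 3247356 to 3252870 on the plus strand of GRCm38. It had 0.807 ± 0.367, 4.21 ± 0.605 and 2.52 ± 0.545 FPKM in control, dbdb and dbR mice (SD, n = 3 each), with log2 fold changes of 2.31 in dbdb vs. control (standard error 0.28, adjusted p = 0.00211 from limma) and -0.73 in dbR vs. dbdb (standard error 0.28, adjusted p = 0.426). All 3 dbdb libraries lay above the control and above the dbR libraries. A longer transcript of the gene (ENSMUST00000133960, 2953 bases) had 0.476 ± 0.237, 0.765 ± 0.197 and 0.932 ± 0.253 FPKM in the 3 groups, with log2 fold changes of 0.66 (adjusted p = 0.359) and 0.25 (adjusted p = 0.871), and its groups overlapped. LNC_000287, assembled by the authors, lies on chromosome 2 from 167847209 to 167847882 on the minus strand and had 7.26 ± 1.92, 40.2 ± 19.3 and 26.6 ± 6.72 FPKM in control, dbdb and dbR mice (SD, n = 3 each), with log2 fold changes of 2.38 (adjusted p = 0.00359) and -0.52 (adjusted p = 0.642), and its dbR and dbdb libraries overlapped. Gm43605 on chromosome 5 from 51510868 to 51514293 had 1.24 ± 0.239, 2.00 ± 0.130 and 1.55 ± 0.175 FPKM in control, dbdb and dbR mice (SD, n = 3 each), with log2 fold changes of 0.67 (adjusted p = 0.0542) and -0.36 (adjusted p = 0.546). The log2 fold change of 2610035D17Rik on chromosome 11 from 113043895 to 113173077 was -1.34 (adjusted p = 0.0964) and 1.81 (adjusted p = 0.212), from 2.28 ± 1.09, 0.810 ± 0.397 and 2.94 ± 0.642 FPKM in control, dbdb and dbR mice (SD, n = 3 each). Mir143hg, the host gene of Mir143 (Carmn in the annotation) on chromosome 18 from 61649625 to 61665490, had 2.81 ± 0.724, 1.81 ± 0.0741 and 2.54 ± 0.351 FPKM in control, dbdb and dbR mice (SD, n = 3 each), with log2 fold changes of -0.57 (adjusted p = 0.123) and 0.46 (adjusted p = 0.488). Snhg18 on chromosome 15 from 32240565 to 32244662 had 20.2 ± 0.859, 16.0 ± 1.32 and 19.5 ± 0.589 FPKM in control, dbdb and dbR mice (SD, n = 3 each), with log2 fold changes of -0.34 (adjusted p = 0.0211) and 0.29 (adjusted p = 0.218). Matched to the transcript sequences, the paper's primers amplify 106 bases of AI838599, 176 of Gm43605, 133 of 2610035D17Rik and 139 of Snhg18 in these transcripts, and they also match LNC_000287. For Mir143hg they amplify 206 bases of another transcript of the gene, ENSMUST00000181155.

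**Figure D4:**
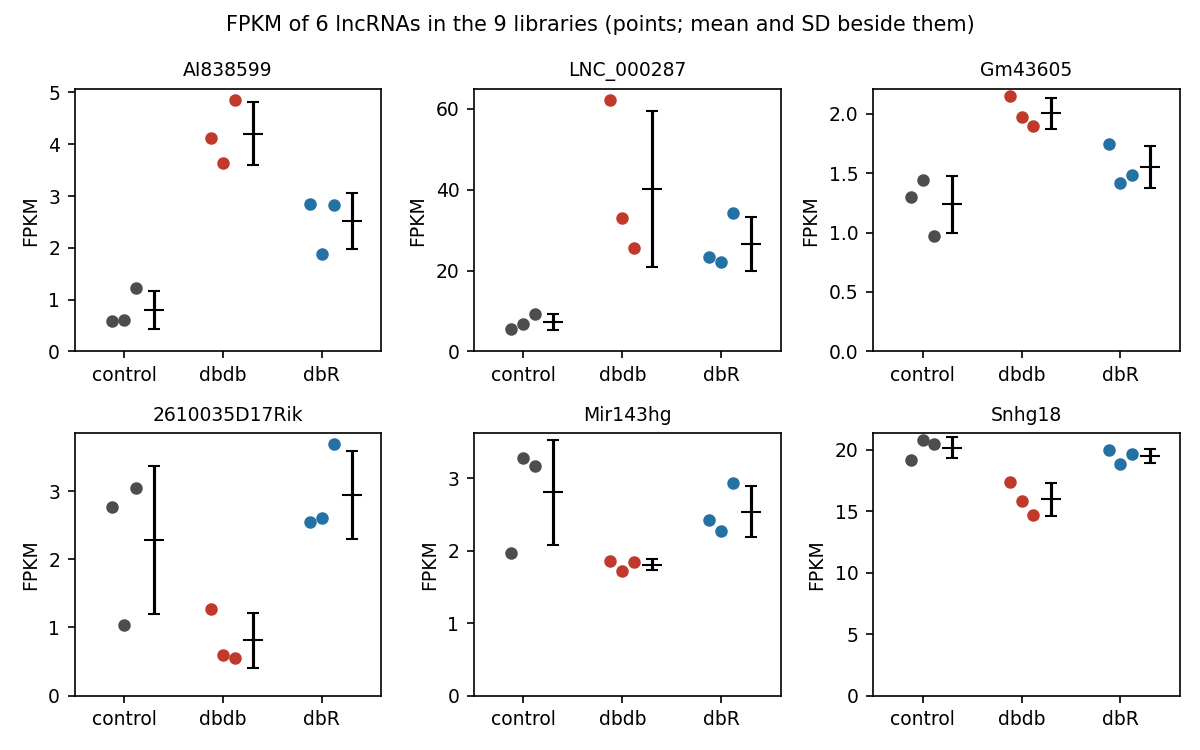
FPKM (vertical axes from 0) of 6 lncRNAs in the 3 control, 3 dbdb and 3 dbR libraries, as points with the group mean and SD beside them. The dbdb libraries lie above the control libraries without overlap for AI838599, LNC_000287 and Gm43605 and below them for Mir143hg and Snhg18, while for 2610035D17Rik they overlap.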

The results revealed that Gm43605, AI838599, and a novel lncRNA, namely, LNC_000287 (the location and sequence are listed in Supplementary [Supplementary-material supplementary-material-1]) were significantly upregulated in the dbdb group compared to those in the control group, and that they were downregulated, without statistical significance, in the dbR group compared to the dbdb mice (Figure 7(b)). Meanwhile, lncRNA 2610035D17Rik, Mir143 hg, and Snhg18 were identified as significantly downregulated in the renal samples of db/db mice compared to the controls yet upregulated in dbR mice compared to the dbdb group (Figure 7(b)). Thus, the qRT-PCR results were consistent with those of the RNA-seq analysis, which provides further validation that these representative lncRNAs may be related to the pathogenesis and development of DN and the renal protective mechanism exhibited by rosiglitazone.

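Over the 9 libraries, the FPKM of AI838599 correlated with that of Gadd45b at a Pearson r of 0.953 (exact permutation p = 0.000127, Spearman rho 0.933, exact permutation p = 0.000750), with that of Per1 at 0.956 (exact permutation p = 0.000198, rho 0.917, exact permutation p = 0.00131), and with that of Sphk1 at 0.952 (exact permutation p = 0.000220, rho 0.933, exact permutation p = 0.000750). Adjusted over these 3 correlations, the two-sided exact permutation p of r was 0.000220 for each. The paper took mRNAs as coexpressed at an absolute r of 0.95 in these same libraries, so a small p followed from that choice. These p-values are no independent test of the relation, and the adjustment over 3 does not cover the search among all mRNA transcripts. Without control replicates 1 and 2, the libraries farthest from the median of AI838599, r was 0.943, 0.958 and 0.926 for Gadd45b, Per1 and Sphk1. The groups differ in their means, so r was also computed within the 6 db/db libraries, where it was 0.904, 0.929 and 0.877 (exact permutation p = 0.0181, 0.0139 and 0.0319). With each library expressed as its deviation from the mean of its group, r was 0.674, 0.625 and 0.673 (exact permutation p = 0.0513, 0.0769 and 0.0518), so the relation within groups did not reach 0.05. With FPKM summed per gene, r with Sphk1 was 0.663 (exact permutation p = 0.0528). Of 29362 mRNA transcripts, 47 had an absolute r above 0.95 with AI838599, 33 of them positive, and 42 of the 47 were differentially expressed in dbdb vs. control.

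**Figure D5:**
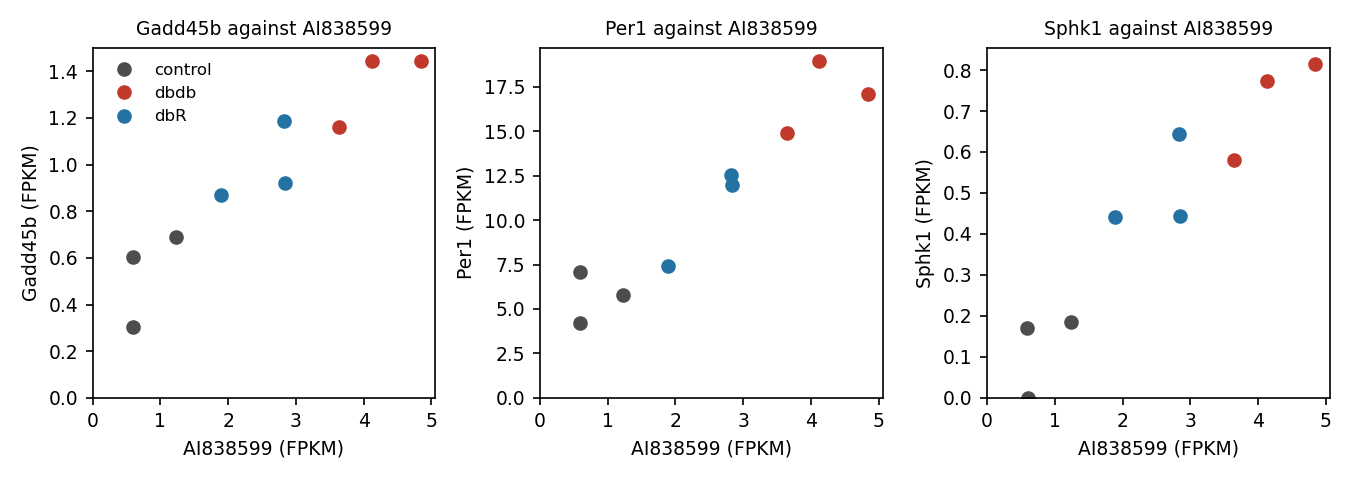
FPKM of Gadd45b, Per1 and Sphk1 (vertical axes) against FPKM of AI838599 (horizontal axes) in the 9 libraries, coloured by group. The control libraries lie lowest on the horizontal axis, the dbR libraries between and the dbdb libraries highest in each plot.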

More importantly, we found that three coexpressed mRNAs of lncRNA-AI838599 (*Gadd45b*, *Per1*, and *Sphk1*) (Supplementary [Supplementary-material supplementary-material-1]) were in the Hallmark TNF*α* signaling via NF*κ*b gene set (MSigDB). All of the three mRNAs were core enrichment, making main contributions to the enrichment score of the gene set, and were upregulated in dbdb compared to the control yet were downregulated in the dbR mice compared to the dbdb group (Table 1). These findings propose lncRNA-AI838599 as a key rosiglitazone-regulated gene in DN treatment.

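Gadd45b (ENSMUST00000015456) on chromosome 10 from 80930073 to 80932204 had 0.533 ± 0.202, 1.35 ± 0.164 and 0.993 ± 0.169 FPKM in control, dbdb and dbR mice (SD, n = 3 each). Its log2 fold change was 1.25 (standard error 0.29, adjusted p = 0.0310) in dbdb vs. control and -0.41 (standard error 0.29, adjusted p = 0.682) in dbR vs. dbdb from limma. Per1 (ENSMUST00000021271) on chromosome 11 from 69098948 to 69109960 had 5.67 ± 1.43, 17.0 ± 2.03 and 10.7 ± 2.81 FPKM, with a log2 fold change of 1.59 (standard error 0.24, adjusted p = 0.00499) in dbdb vs. control and -0.70 (standard error 0.24, adjusted p = 0.361) in dbR vs. dbdb. Sphk1 (ENSMUST00000063446) on chromosome 11 from 116532473 to 116536674 had 0.119 ± 0.103, 0.723 ± 0.124 and 0.510 ± 0.116 FPKM, with a log2 fold change of 2.05 (standard error 0.44, adjusted p = 0.0242) in dbdb vs. control and -0.44 (standard error 0.44, adjusted p = 0.79) in dbR vs. dbdb, and is listed close to 0 in control replicate 2. Summed per gene, Sphk1 was not called in dbdb vs. control (adjusted p = 0.0962). All 3 dbdb libraries lay above the control libraries for each gene, and above the dbR libraries for Per1 only. Ranked among 14537 genes by the signal-to-noise ratio that GSEA uses, from the highest in dbdb to the highest in control mice, Per1 was at 52, Gadd45b at 198 and Sphk1 at 1118. In the ranking of dbR against dbdb mice, from the highest in dbR mice, Per1 was at 14312, Gadd45b at 14211 and Sphk1 at 5912. From their correlation with AI838599, their place in the TNFα signaling via NFκb gene set and their opposite changes in the 2 comparisons, the paper proposes AI838599 as a key gene regulated by rosiglitazone in diabetic nephropathy.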

## 4. Discussion

PPAR*γ* is expressed in all kidney cells, and the renoprotective effect of PPAR*γ* agonists is kidney-specific and independent of cardiovascular and systemic side effects. Thus, it is reasonable to speculate that lncRNA, which is poorly conserved and exhibits strong tissue and cell specificity [21], contributes to the renal protection elicited by PPAR*γ* agonists. We proposed a list of lncRNAs involved in the renoprotection of PPAR*γ* agonists through RNA-seq and predicted their biological functions through bioinformatics analysis.

Our previous studies described a protective role for rosiglitazone, a PPAR*γ* agonist, in mouse models of diabetic and nondiabetic nephropathy [11, 12]. We determined that the protective mechanism employed by this drug involved reducing inflammation, improving metabolism, and protecting against oxidative stress. However, we also noted adverse systemic and cardiovascular side effects following treatment with rosiglitazone (such as the elevated body weight and increased serum total and low-density lipoprotein cholesterol, the latter data not shown), suggesting that kidney-specific mechanisms occur in response to PPAR*γ* agonist treatment. The aim of the current study was to, therefore, elucidate the downstream molecular mechanisms involved in renal protection by PPAR*γ* agonists. Employing the db/db diabetic mouse models, we confirmed that rosiglitazone reduced blood glucose and proteinuria, improved renal pathological damage, and prevented transdifferentiation in mice with DN. We then used RNA-seq analysis and a combination of different bioinformatic analyses to identify downstream coding and long noncoding transcripts as well as molecular pathways that may be involved in the kidney-specific response of PPAR*γ* agonists in DN.

We evaluated the coding and long noncoding gene expression in the renal cortices of control (db/m, control group), diabetic (db/db, dbdb group), and rosiglitazone-treated diabetic (db/db rosiglitazone, dbR group) mice. 

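At an adjusted p under 0.05 from limma in both comparisons, 3 mRNA transcripts (Ecm1, Npr3 and Adgrg4) and 0 lncRNA transcripts were called, and 79 lncRNA transcripts had an unadjusted p under 0.05 in both. Of the transcripts with an unadjusted p under 0.05 in both, 85.3% of the mRNAs and 89.9% of the lncRNAs changed in opposite directions. With gene sums, 41 genes were called in both comparisons, 36 of them in opposite directions. In the paper's supplementary lists, 295 mRNA and 13 lncRNA transcripts appear in both comparisons, 82.4% and 76.9% of them in opposite directions. The same-direction transcripts among them are 42 mRNAs and 3 lncRNAs upregulated in both and 10 mRNAs downregulated in both.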

Differential expression analysis revealed that 303 mRNAs and 13 lncRNAs (approximately 15% of differentially expressed mRNAs and >8% of differentially expressed lncRNAs induced by DN, and nearly 50% of the mRNAs and lncRNAs regulated by rosiglitazone) were coregulated by both diabetes and rosiglitazone in DN, with the expression pattern of approximately 80% of the coregulated mRNAs and lncRNAs reversed by rosiglitazone treatment. Those genes that had their expression restored following treatment with rosiglitazone are likely involved in protection against DN. However, the renal implications and functions of genes that were exacerbated following treatment with rosiglitazone are unclear. For example, in healthy human kidneys, heparin-binding EGF-like growth factor (HBEGF) expression is weak and restricted to tubules and vascular smooth muscle cells [22]. Moreover, Bollée et al. [22] found that expression of HBEGF was induced in crescentic rapidly progressive glomerulonephritis (RPGN) and that the HBEGF-EGFR pathway activation occurred in podocytes resulting in the development of RPGN. However, the cause of the downregulation in HBEGF expression within the kidney of db/db mice compared to the control group and the further downregulation following treatment with rosiglitazone remains unclear and may be related to the systemic side effects of rosiglitazone. Furthermore, it is unclear whether the reversed effects on gene expression elicited by rosiglitazone were the result of indirect glycemic control or downstream PPAR*γ* activation. Hence, further mechanistic studies are needed to elucidate the genes most critical to inducing changes in metabolic and inflammatory processes within the kidney and their relationship with the differentially expressed lncRNAs.

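Hbegf (ENSMUST00000025363) lies on chromosome 18 from 36504927 to 36515805 on the minus strand of GRCm38. Its FPKM was 7.94 ± 1.09 in control, 5.95 ± 1.58 in dbdb and 3.61 ± 0.657 in dbR mice (SD, n = 3 each). The log2 fold change was -0.44 (standard error 0.22, adjusted p = 0.263) in dbdb vs. control and -0.68 (standard error 0.22, adjusted p = 0.328) in dbR vs. dbdb from limma, and neither was called. The libraries of neighbouring groups overlapped, with 6.38, 4.19 and 7.27 FPKM in dbdb, at least 6.73 in each control library and at most 4.35 in each dbR library.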

Hinder et al. [23] analyzed the tissue-specific effects of the diabetic drug, pioglitazone, through differential expression analysis and self-organizing map (SOM) analysis of various tissues following treatment with pioglitazone. Our study analyzed the coding and noncoding genes via whole transcriptomics analysis to determine the effects of rosiglitazone in the kidney. Consistent with their reports, our data suggest that changes in tissue remodeling and EMT are ameliorated following treatment with a PPAR*γ* agonist. Moreover, epithelial-mesenchymal transition was the most significantly upregulated gene set identified in the dbdb mice compared to the dbR group in our study. Genes associated with promoting proliferation and fibrosis such as *Grem1*, *Grem2* [24, 25], and *Ctgf* were significantly upregulated in the kidney cortices of diabetic mice; however, the expression of these genes was downregulated following treatment with rosiglitazone. Furthermore, increasing attention has been given to the potential role that Kruppel-like factors (KLFs) have in kidney disease, especially in diabetic nephropathy [26, 27]. 

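Grem1 (ENSMUST00000099575) had an FPKM of 0.0500 ± 0.0319, 0.539 ± 0.526 and 0.154 ± 0.0737 in control, dbdb and dbR mice (SD, n = 3 each), and the dbdb libraries ranged from 0.119 to 1.13. Its log2 fold change was 1.76 (standard error 0.62, adjusted p = 0.122) in dbdb vs. control and -1.03 (standard error 0.62, adjusted p = 0.618) in dbR vs. dbdb from limma. Ctgf (ENSMUST00000020171) had an FPKM of 16.1 ± 0.589, 34.4 ± 11.7 and 25.4 ± 1.63, with a log2 fold change of 1.03 (standard error 0.21, adjusted p = 0.0210) in dbdb vs. control and -0.38 (standard error 0.21, adjusted p = 0.594) in dbR vs. dbdb. All dbdb libraries lay above all control libraries for Grem1 and Ctgf, but for each of them at least 1 dbdb library overlapped the dbR libraries. With FPKM summed per gene, Grem1 was called in dbdb vs. control (adjusted p = 0.0444).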

Specifically, the profibrotic KLF10 and KLF11 and the proinflammatory KLF13 [28, 29] have been shown to be significantly upregulated in DN, yet, in our study, rosiglitazone treatment served to reverse this overexpression, which may underline the new renoprotective mechanism of rosiglitazone, and further investigations are needed to confirm their role in DN.

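In the renal cortex libraries, Klf10 (ENSMUST00000074043) had an FPKM of 7.10 ± 2.22, 11.2 ± 2.04 and 7.51 ± 3.86 in control, dbdb and dbR mice (SD, n = 3 each), with a log2 fold change of 0.69 (standard error 0.36, adjusted p = 0.290) in dbdb vs. control and -0.66 (standard error 0.36, adjusted p = 0.571) in dbR vs. dbdb from limma. Klf11 (ENSMUST00000020982) had an FPKM of 2.48 ± 0.389, 4.97 ± 1.02 and 2.91 ± 0.554, with a log2 fold change of 0.97 (standard error 0.19, adjusted p = 0.0169) in dbdb vs. control and -0.75 (standard error 0.19, adjusted p = 0.233) in dbR vs. dbdb. Klf13 (ENSMUST00000063694) had an FPKM of 11.9 ± 0.348, 20.6 ± 1.37 and 16.2 ± 2.21, with a log2 fold change of 0.79 (standard error 0.10, adjusted p = 0.00209) in dbdb vs. control and -0.35 (standard error 0.10, adjusted p = 0.270) in dbR vs. dbdb. Klf11 and Klf13 were called in dbdb vs. control, and their dbdb libraries lay above the control and above the dbR libraries without overlap. For Klf10 the dbR libraries spread from 4.76 to 11.9 FPKM, overlapping both other groups.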

In addition, the metabolic reprogramming mechanism previously described for lncRNAs in DN, and following rosiglitazone treatment, is not yet clear. Recent studies have shown that lncRNAs play an important role in kidney diseases including DN. For example, lncRNA-MALAT1, lncRNA-Gm4419, and lncRNA-Tug1 modulate the progression of diabetic nephropathy by regulating inflammation or metabolism [30–32]. In our study, specific lncRNAs were identified in the renal cortex of the db/db mice with or without rosiglitazone treatment, some of which exhibited altered expression patterns in DN. 

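Malat1, Tug1 and Gm4419 were also measured. The Malat1 transcript with the highest FPKM had 3151 ± 358, 3150.1 ± 240.1 and 2763 ± 395 FPKM in control, dbdb and dbR mice (SD, n = 3 each), and the groups overlapped. Tug1 had 17.0 ± 2.10, 16.7 ± 0.638 and 15.1 ± 2.21 FPKM, also with overlapping groups. Gm4419 had 0.636 ± 0.107, 0.991 ± 0.0836 and 1.11 ± 0.134 FPKM, with all 3 dbdb libraries above the control libraries and overlapping dbR and dbdb libraries.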

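For the lncRNAs that the paper lists as changed by diabetes and changed back by rosiglitazone, the level in dbR mice had moved from the dbdb level towards the control level by a median of 50.5% of the difference for the 7 upregulated in dbdb mice and of 58.4% for the 3 downregulated. Their median log2 fold changes were 1.55 in dbdb vs. control and -0.69 in dbR vs. dbdb for the 7, and -1.11 and 0.56 for the 3.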

Following treatment with rosiglitazone, the expression of these lncRNAs returned to normal, corresponding with improvement in pathophysiological symptoms. The target genes of the differentially expressed lncRNAs in dbdb compared to dbR mice were found to be primarily associated with metabolic processes, the specific molecular mechanism of which is an important focus of our ongoing research. Further, it remains unclear whether these differentially expressed genes associated with metabolic processes are involved in the development of diabetes or whether they are the result of the disease.

Noticeably, we found that lncRNA-AI838599 might be a novel molecular mechanism for rosiglitazone treatment in DN and provide a new target for DN treatment. We confirmed the upregulated expression of lncRNA-AI838599 in DN through RNA-seq and qPCR, which was reversed by rosiglitazone treatment. However, the reversed expression by rosiglitazone was not statistically significant because of the limitation of the sample size, we think. In addition, the relationship between lncRNA-AI838599 and kidney is also reported previously. GSE87899 (GEO DataSets) [33] showed increased lncRNA-AI838599 expression in the kidney of D2.B6-Ins2 ^Akita^/MatbJ DN mouse model compared to the wild type. The similar expression trend of lncRNA-AI838599 was also seen in miR-25 knockdown mice that show similar phenotypes of DN such as proteinuria, extracellular matrix accumulation, and podocyte foot process effacement [34]. Although the lncRNA expression profile change caused by rosiglitazone administration was generally enriched in metabolic-related pathways, the TNF*α* signaling via NF*κ*b gene set was regulated in the opposite direction by DN and rosiglitazone treatment, and including three lncRNA-AI838599 coexpressed mRNAs (the molecular function of lncRNA predicted by bioinformatics), Gadd45b, Per1, and Sphk1, as core enrichment. Gadd45b, Per1, and Sphk1 are all induced by TNF*α*-NF*κ*b activation in various models [35–37]. Taken together, the TNF*α*-NF*κ*b pathway is a key mechanism for the improvement of DN by rosiglitazone, and bioinformatics analysis predicts that lncRNA-AI838599 regulates the TNF*α*-NF*κ*b pathway by effecting its target genes, *Gadd45b*, *Per1*, and *Sphk1*.

In summary, our RNA-seq analysis of rosiglitazone treatment in DN suggests that a range of coding and noncoding transcripts may be involved in the pathophysiological processes of DN and in the renal protective effects elicited by PPAR*γ* activation. The lncRNA expression profile provides a basis for understanding the renal-specific protective mechanism of PPAR*γ* agonists and may provide a theoretical basis for new therapeutic strategies for diabetic nephropathy. Moreover, we propose lncRNA-AI838599 as a novel therapeutic target for DN treatment, which is our focus of the future research.

## Figures and Tables

**Figure 1:**
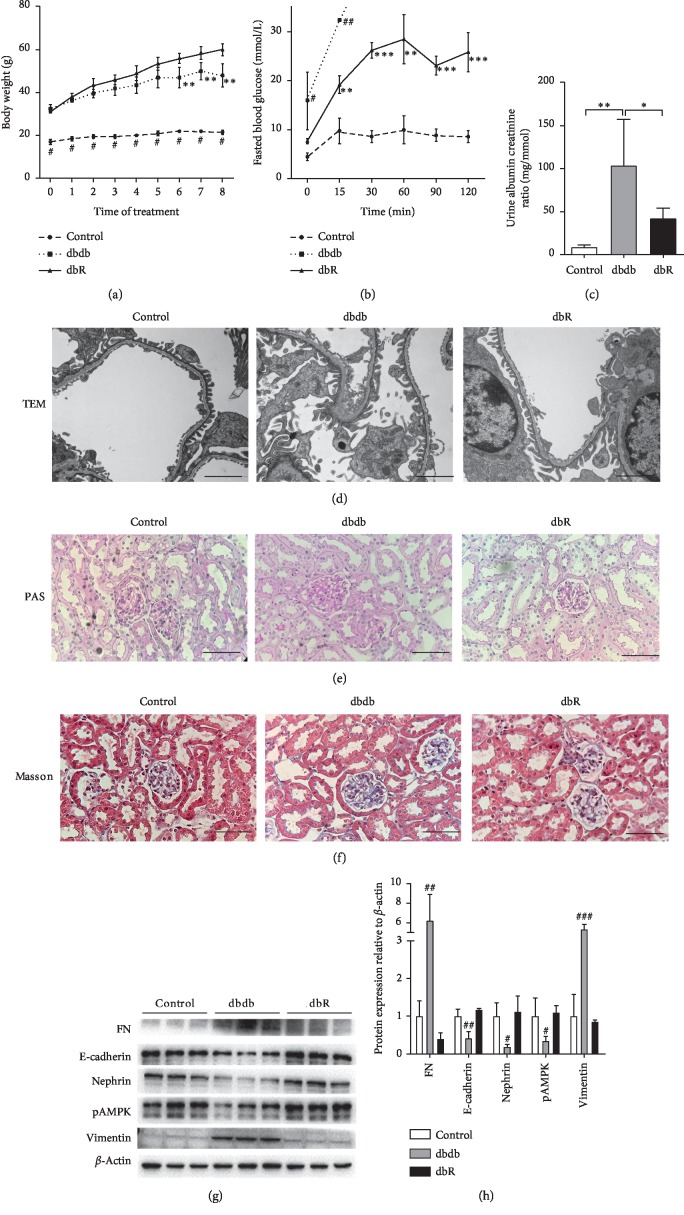
Rosiglitazone treatment protected against diabetic nephropathy in db/db mice. (a) Body weight levels were evaluated weekly in the control, dbdb, and dbR groups. Data are presented as the mean ± SEM (*n* = 6 per group). ^#^*P* < 0.001 compared to the other groups at the same time point, ^*∗∗*^*P* < 0.01 compared to dbR at the same time point. (b) Intraperitoneal glucose tolerance test (IPGTT) in rosiglitazone-treated and untreated control and db/db mice. After eight weeks of treatment with rosiglitazone, mice were fasted for 16 hours and injected with glucose (1.5 g/kg I.P). Blood glucose levels were measured at 0 min, 15 min, 30 min, 60 min, 90 min, and 120 min after injection. The data omitted in the dbdb group are due to blood glucose levels above the upper limit of instrument detection. ^*∗∗*^*P* < 0.01 compared to the control group; ^*∗∗∗*^*P* < 0.001 compared to the control group; ^#^*P* < 0.05 compared to the other two groups; ^##^*P* < 0.01 compared to the other two groups. Data are represented as mean ± SEM. *n* = 6 per group. (c) After 8 weeks of treatment, urinary albumin creatine ration (ACR) in control, dbdb, and dbR mice was determined. *n* = 6 per group. ^*∗*^*P* < 0.05, ^*∗∗*^*P* < 0.01, as indicated. Representative photomicrographs depicting (d) transmission electron microscope (TEM), (e) periodic acid-Schiff (PAS) staining, and (f) Masson's trichome staining in the control, dbdb, and dbR groups after the 8-week experimental period. Scale bars: (d) 2 *μ*m and (e, f) 50 *μ*m. (f) Western blot analysis of fibronectin (FN), E-cadherin, nephrin, pAMPK, vimentin, and *β*-actin expression in the renal cortices of control, dbdb and dbR mice. (g) Densitometric analysis of western blot results. (h) Relative band intensity was normalized to the *β*-actin signal. Data are presented as the mean ± SEM (*n* = 6 per group). ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, as compared to the other groups.

**Figure 2:**
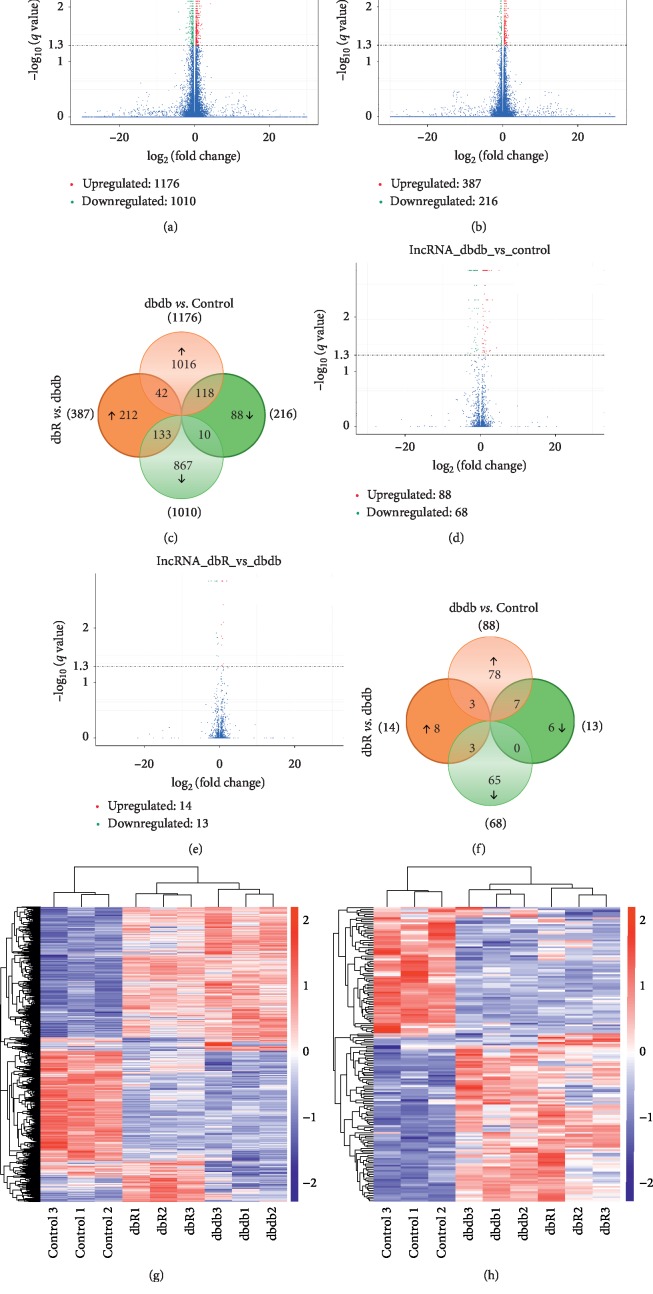
Differentially expressed mRNAs and lncRNAs in the renal cortices of diabetic nephropathic mice. Volcano plot for comparison of (a) mRNA expression between the dbdb and control group, (b) mRNA expression between the dbR and dbdb group, (d) lncRNA expression between the dbdb and control group, and (e) lncRNA expression between the dbR and dbdb group. On the right side, the red color is indicative of the upregulated genes (*q* < 0.05); on the left side, the green color is indicative of the downregulated gene (*q* < 0.05). The blue points indicate mRNAs that were not statistically significant (*q* > 0.05). Venn diagrams illustrate the number of significantly differentially expressed (c) mRNAs and (f) lncRNAs. The overlapping areas represent the coregulated genes in both dbdb/control and dbR/dbdb analyses. Differentially expressed (g) mRNAs and (h) lncRNAs (*q* < 0.05) in dbdb/control or dbR/dbdb analyses were assessed using hierarchical clustering. Each row represents a single gene expression, and each column represents one tissue sample.

**Figure 3:**
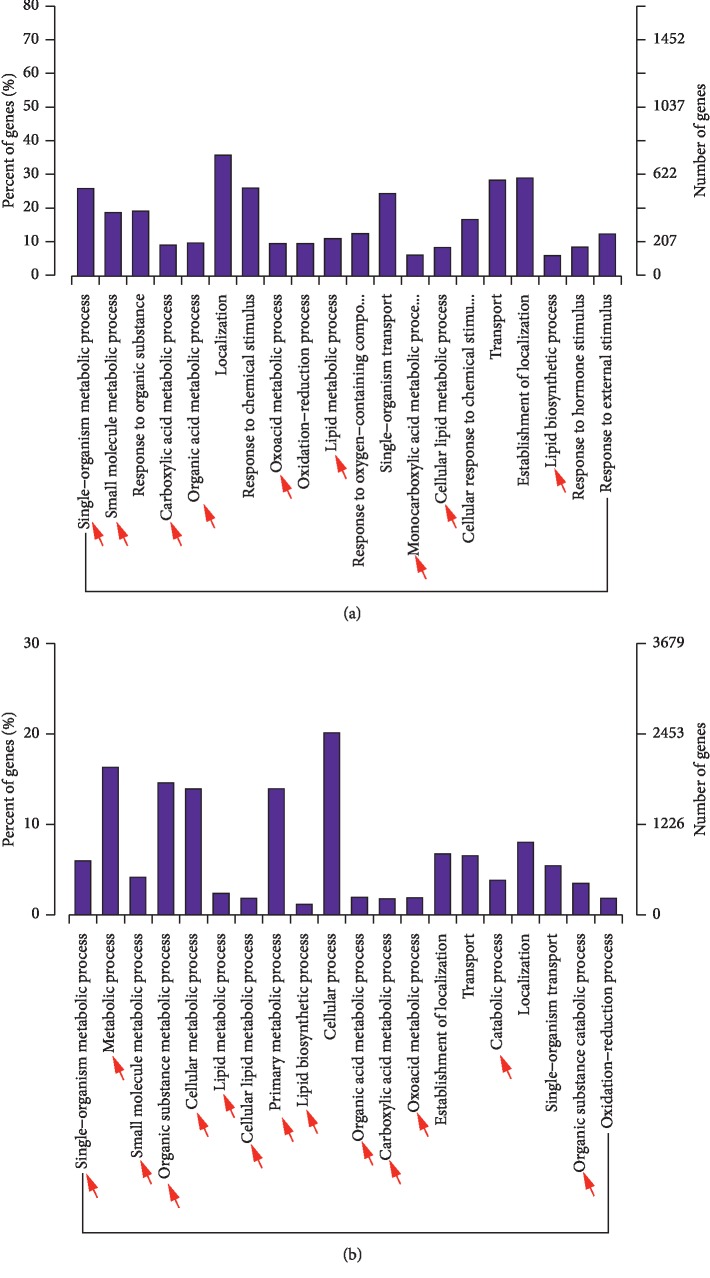
GO analysis of differentially expressed mRNAs. GO term enrichment analysis of regulated genes as they relate to biological processes for (a) dbdb compared to the control mice and (b) dbR compared to the dbdb mice. GO, Gene Ontology; BP, biological process.

**Figure 4:**
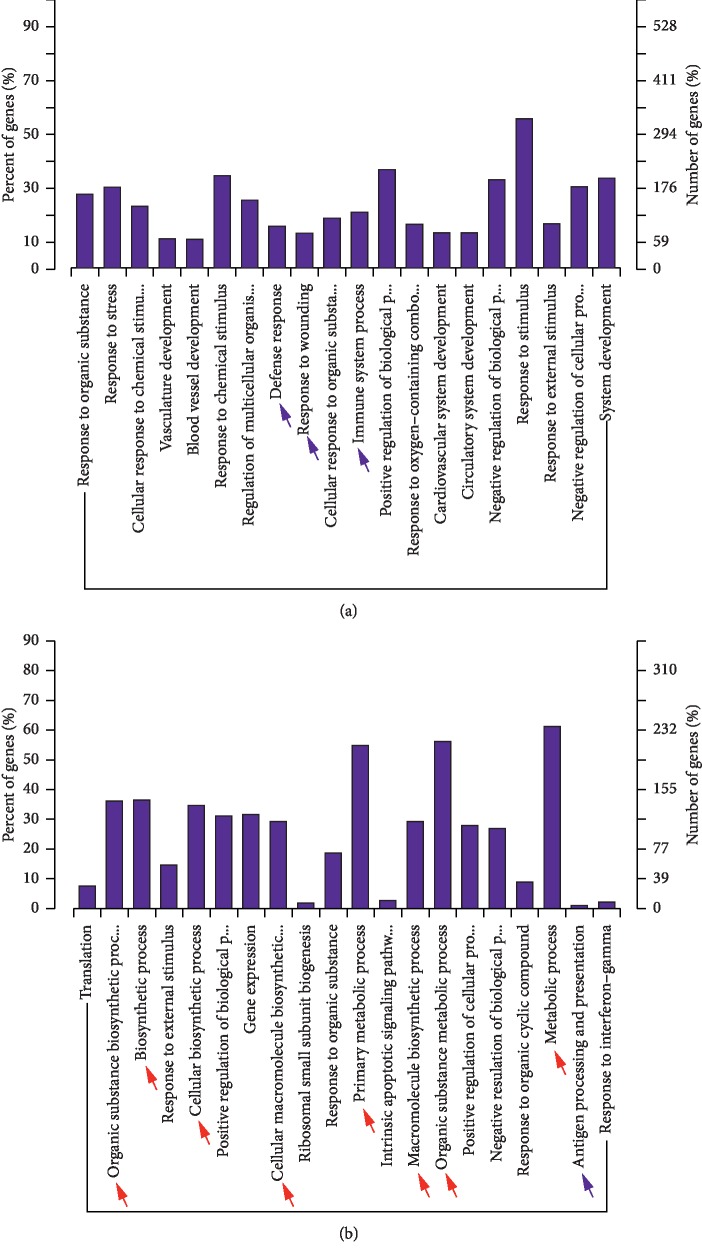
GO analysis of differentially expressed lncRNAs coexpressed with mRNAs. GO term enrichment analysis of regulated lncRNAs coexpressed with mRNAs as they relate to biological processes for (a) dbdb compared to the control mice and (b) dbR compared to the dbdb mice. GO, Gene Ontology; BP, biological process.

**Figure 5:**
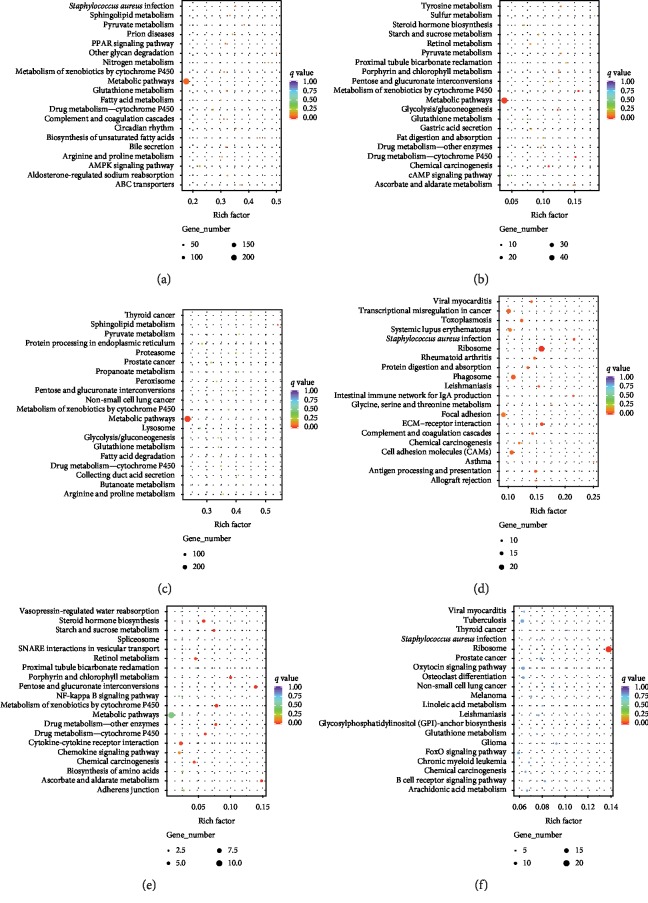
KEGG enrichment scatter plot of differentially expressed genes. The top 20 significantly enriched KEGG pathways associated with differentially expressed mRNAs for (a) dbdb compared to the control group and (d) dbR compared to the dbdb group. The top 20 significantly enriched KEGG pathways associated with differentially expressed lncRNAs colocated with mRNAs for (b) dbdb compared to the control group and (e) dbR compared to the dbdb group. The top 20 significantly enriched KEGG pathways associated with differentially expressed lncRNAs coexpressed with mRNAs for (c) dbdb compared to the control group and (f) dbR compared to the dbdb group. Notes: rich factor: input number/background number. Input number: number of corresponding genes associated with differential mRNAs enriched in the KEGG pathway and background number: number of genes in the pathway.

**Figure 6:**
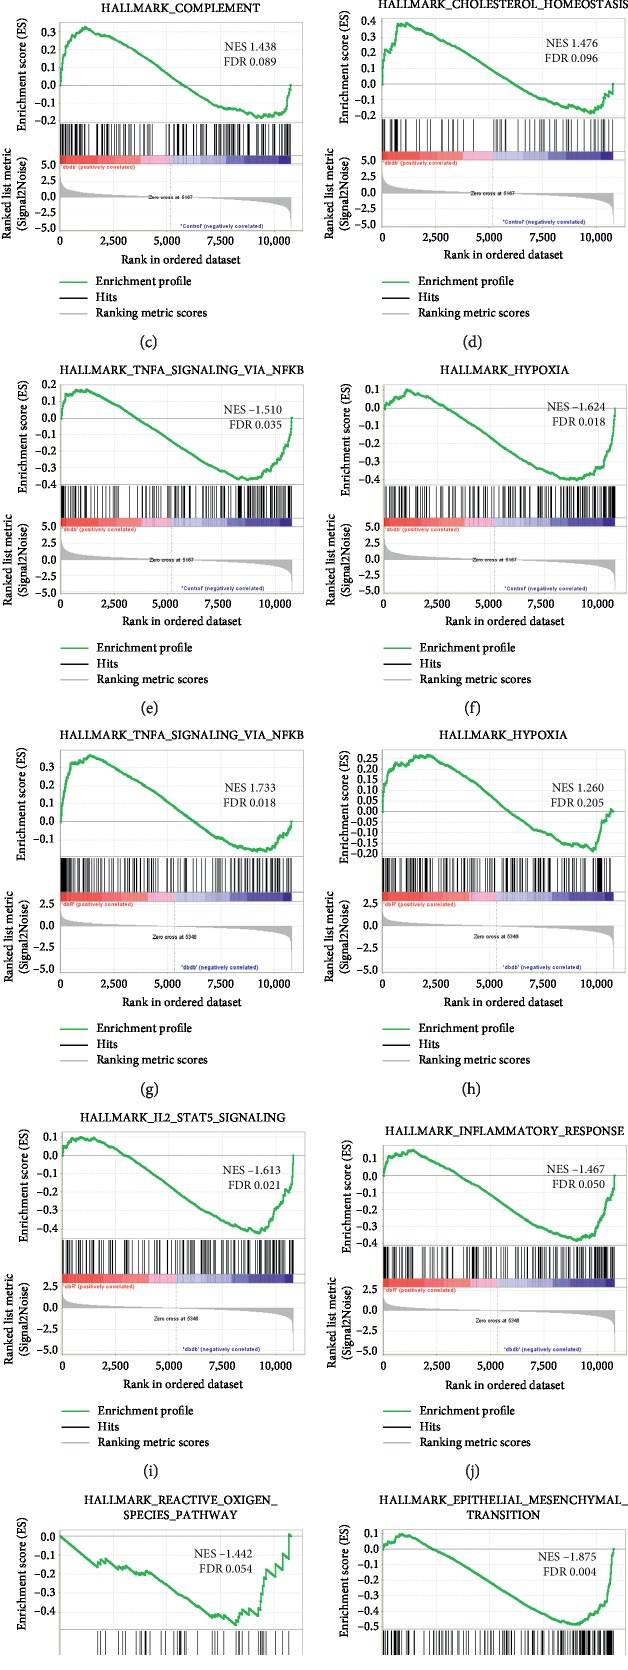
Representative significantly enriched gene sets from GSEA for the global mRNA expression profile. Upregulated gene sets identified in dbdb mice (a–d) and upregulated genes in control mice (e, f) following analysis of dbdb compared to control groups. Upregulated gene sets in dbR mice (g, h), and upregulated genes in dbdb mice (i–l) following analysis of dbR compared to dbdb group. In every thumbnail, the green curve represents the evolution of the density of the genes identified in the RNA-seq. The false discovery rate (FDR) is calculated by comparing the actual data with 1000 Monte Carlo simulations. The NES (normalized enrichment score) computes the density of modified genes in the dataset with the random expectancies, normalized by the number of genes found in a given gene cluster, to account for the size of the cluster.

**Figure 7:**
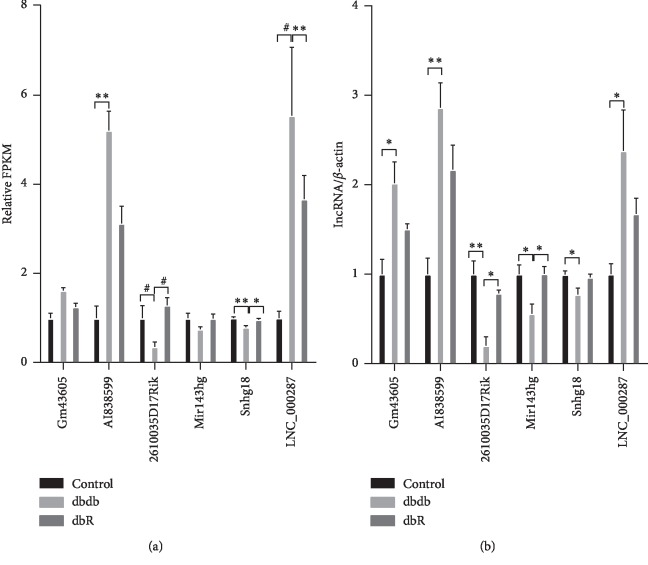
Differential expression of lncRNAs validated by qRT-PCR. (a) The relative expression of lncRNAs as identified via RNA-seq analysis. The fragments per kilobase of exon per million mapped reads (FPKM) values in the control group were normalized to 1, and the relative expressions in the dbdb and dbR groups are shown. ^*∗*^*P* < 0.05, ^*∗∗*^*P* < 0.01, and ^#^*P* < 0.001, as indicated. (b) The relative expressions of lncRNAs in qRT-PCR were validated in the control, dbdb, and dbR mice (*n* = 6 for each group). ^*∗*^*P* < 0.05, ^*∗∗*^*P* < 0.01.

**Table 1:** Differential expression and GSEA details of lncRNA-AI838599 coexpressed targeted mRNAs in the TNF*α* signaling via NF*κ*b gene set.

Transcript ID	Gene symbol	Differential expression			GSEA details	
		Log2 (fold change)	*P* value	Q value	Running enrichment score	Core enrichment
*dbdb vs. control*							
ENSMUST00000015456	Gadd45b	1.33966	0.00015	0.00379	−0.1283	Yes
ENSMUST00000021271	Per1	1.58381	0.00005	0.00141	−0.0646	Yes
ENSMUST00000063446	Sphk1	2.60514	0.03165	0.26383	−0.0443	Yes

*dbR vs. dbdb*							
ENSMUST00000015456	Gadd45b	−0.44219	0.0991	0.53172	0.2098	Yes
ENSMUST00000021271	Per1	−0.67208	0.00005	0.00141	0.1138	Yes
ENSMUST00000063446	Sphk1	−0.50306	0.09151	0.51061	0.1803	Yes

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request.

## Abbreviations

ACR: Albumin creatinine ratio
AGEs: Advanced glycation products
DEGs: Differentially expressed genes
DN: Diabetic nephropathy
ESRD: End-stage renal disease
GBM: Globular basement membrane
GSEA: Gene set enrichment analysis
GFR: Glomerular filtration rate
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNAs: Long noncoding RNAs
PKC: Protein kinase C
PPAR*γ*: Peroxisome proliferator-activated receptor gamma
RAAS: Renin-angiotensin-aldosterone system
ROS: Reactive oxygen species
TGF-*β*: Transforming growth factor-beta
TZDs: Thiazolidinediones.

How the deposited data were processed for this re-analysis (not part of the article)

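RNA-seq libraries of the renal cortex of 3 control, 3 dbdb and 3 dbR mice were used, 1 library per mouse. The authors removed ribosomal RNA, made strand-specific libraries, aligned the paired reads to the mouse genome (GRCm38) with TopHat and assembled transcripts with Scripture and Cufflinks. Cufflinks then gave the FPKM of each transcript in each library, and the authors deposited these FPKM values for mRNAs, for annotated lncRNAs and for the lncRNAs that they assembled. FPKM is already divided by transcript length and by the mapped fragments of the library, and where a gene has several transcripts it rests on the division of the reads between them by Cufflinks. The values covered 50660 mRNA transcripts of 21950 genes, 2071 annotated lncRNA transcripts and 461 lncRNA transcripts assembled by the authors. Groups were taken from the sample labels and the paper.

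Read counts are not part of FPKM values, so no test that needs counts was used. For genes with 1 transcript and low FPKM in every library, the most frequent ratio of the values of a pair of libraries was taken as the ratio of their depths. With control replicate 1 as 1, the relative depth was 0.950 and 1.03 in the other control libraries, 0.939, 0.963 and 0.985 in the dbdb libraries and 1.14, 1.05 and 0.914 in the dbR libraries. The size of the steps between the low values corresponds to an estimated 24.2 M to 30.1 M fragments per library. Summed FPKM lay between 612157 and 744617 per library, and mitochondrial transcripts held between 26.9% and 32.8% of the mRNA FPKM.

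Transcripts with a mean FPKM of at least 0.1 over the 9 libraries were tested, 29362 mRNA and 2496 lncRNA transcripts. log2(FPKM + 0.1) was fitted with limma (version 3.58.1, R 4.3.3) in 1 model for the 3 groups, with a trend of the variance on the mean level, and the contrasts dbdb vs. control and dbR vs. dbdb were tested. All p-values from limma are two-sided, and the Benjamini-Hochberg adjustment covered mRNAs and lncRNAs together. A transcript was called at an adjusted p under 0.05, with no minimum fold change. Fold changes are on the log2(FPKM + 0.1) scale and understate the change of low transcripts. The fit was tested on simulated data with the means and spread of these libraries. Of 200 transcripts changed by 1 on the log2 scale it recovered 66.5% in dbdb vs. control, with 7 false calls among 140, and 65% in dbR vs. dbdb, with 7 false calls among 137. Of 200 changed by 2 it recovered 89% and 88.5%. The changed transcripts were drawn from those with a mean FPKM of at least 1, and changes under 1 were not simulated. The paper's mRNA lists for dbR vs. dbdb had median log2 fold changes of 0.60 (upregulated) and -0.52 (downregulated). How many changes of that size the fit recovers is not known.

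FPKM values were summed over the mRNA transcripts of each gene for gene sets, which gave 14537 genes with a mean FPKM of at least 0.1. The 25 gene sets were written by hand before the data were examined and were tested with limma's camera at a correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 25 sets. The sets are not those of GO, KEGG or MSigDB, whose memberships were not analysed here. In 20 simulations with a set of 30 genes moved by 0.5 on the log2 scale, camera found the moved set 20 times and called 1 of 480 other sets. The noise of each gene was drawn independently, so the simulations leave out genes that move together and give no rate of false calls for the real sets. In the real libraries, other splits of the dbdb and control libraries gave between 4 and 10 of the 25 sets. Another 8 sets were written after the first results were seen, and 3 more to test one explanation on genes not examined before; each of these families was adjusted by itself. Pearson correlations of AI838599 with Gadd45b, Per1 and Sphk1 used FPKM over the 9 libraries. Their two-sided p-values come from all 362880 pairings of the libraries, where the design had set 100000 random pairings. Genes were ranked by the signal-to-noise ratio of GSEA, with each SD at least 0.2 of the mean. mRNA genes within 100 kb of an lncRNA were counted as colocated. Coordinates of annotated transcripts and the sequences used to place the primers came from the GENCODE annotation of GRCm38, and those of the assembled lncRNAs from the authors' files. Comparisons of 3 libraries with 3 use an exact permutation test, whose smallest possible p is 0.10. Calculations outside R used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

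Before the data were examined, it was fixed which genes the text names. These are every gene and lncRNA the paper names, the transcripts of the proteins on its western blots, the lncRNAs of its Supplementary Tables 9 to 12, Lepr, the members of the gene sets, and for each class and comparison the 10 transcripts with the largest absolute log2 fold change among those called and without overlap between the groups. Of several transcripts of a gene, the one in the paper's tables was taken, otherwise the one with the highest mean FPKM. The genes near 0 in control replicate 3, Acsm3 and Hsd11b1 were named after their values were seen, and genes beside an lncRNA are named for their position. Results of some genes that fall under this rule are not reported here.

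The alternatives set before the data were examined were a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 1, scaling to the 75th percentile, quantile normalization, a fit to only the 6 libraries of the comparison, a variance without a trend, a block for the replicate number, a separate adjustment for mRNAs and lncRNAs, FPKM summed per gene, and each library left out in turn. For gene sets, the correlation between genes was also estimated from the data and ranks were used in camera. For correlations, log2 values, gene sums and deviations from the group means were used. For ranks, no minimum SD, a mean FPKM of at least 1 and the FPKM of the named transcript alone were used. A scaling of the libraries to the same sum with mitochondrial transcripts left out was added after the data were seen. The replicate numbers that the block pairs come from the sample labels, where each group numbers its mice from 1 to 3, and same-numbered libraries are different mice. The qRT-PCR, western blot and histology data of the paper were not analysed here.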

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

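The tests of clock genes, of glucocorticoid-responsive genes and of marker genes of other tissues were set before their results were seen, and the correlation of the glucocorticoid set with AI838599 and the calls of single clock genes were not among them.

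A set of 17 genes that respond to glucocorticoids, which the paper does not discuss as a group, was higher in every db/db library than in every control library. Its mean level, as log2(FPKM + 0.1), lay between 4.24 and 4.92 in the 6 db/db libraries and between 3.21 and 3.49 in the 3 control libraries, and the highest db/db library (dbdb replicate 3) lay 1.42 above the highest control library. The mean log2 fold change was 1.34 in dbdb vs. control, with 17 of 17 genes higher (adjusted p = 6.34e-09 from limma's camera over the 25 sets), and -0.30 in dbR vs. dbdb, with 14 of 17 lower (adjusted p = 0.00461). Over the alternatives, the adjusted p ranged from 2.21e-10 to 0.416 in dbdb vs. control and from 0.000183 to 0.839 in dbR vs. dbdb, and it was highest in both with the correlation between genes estimated from the data. The levels of the dbR and dbdb libraries overlapped. Among the genes called at the gene level, the mean FPKM of Fkbp5 was 18.9 in control, 66.9 in dbdb and 42.6 in dbR mice, and that of Sgk1 was 33.6, 213 and 129.

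Per1, which the paper links to AI838599, is not a member of the glucocorticoid set. Per1, Gadd45b and Sgk1 are members of the immediate-early and NF-κB set, so Sgk1 is in both sets. Over the 9 libraries the level of the glucocorticoid set followed log2(FPKM + 0.1) of AI838599 with a Pearson r of 0.973 (exact permutation p = 3.86e-05) and a Spearman rho of 0.933 (exact permutation p = 0.000750). Without the 2 libraries farthest from the median of AI838599, r was 0.938. Within the 6 db/db libraries r was 0.866 (exact permutation p = 0.0292), and for deviations from the group means it was 0.726 (exact permutation p = 0.0325). If the clock or the time of day differed between the groups, genes of the clock output and clock genes of the opposite phase would move in opposite directions. The means of both sets rose in dbdb vs. control, by log2 fold changes of 0.11 (6 of 10 genes higher) and 0.70 (4 of 6 higher, without overlap of the libraries), and neither passed the threshold (adjusted p = 0.340 and 0.106 from limma's camera). At the gene level, 6 of the 10 genes of the clock output were called, 3 higher and 3 lower, and 3 of the 6 of the opposite phase, all higher, so the means do not exclude a shift of the clock in db/db mice. In dbR vs. dbdb, genes of the clock output had a mean log2 fold change of -0.18 (2 of 10 higher, adjusted p = 0.0166, without overlap of the libraries). Those of the opposite phase had 0.05 (3 of 6 higher, adjusted p = 0.800, with overlapping libraries), which shows no direction. The predicted opposite movement was therefore not shown, but a difference of the clock between dbdb and dbR mice is not excluded either. The rise of 1.34 in the glucocorticoid set is what a higher glucocorticoid action in db/db mice predicts for AI838599 and Per1, and such an action may raise all of them, but it cannot be told apart from a shift of the clock. Marker genes of other tissues were also compared with AI838599. The largest r was that of medulla and collecting duct, 0.832 (exact permutation p = 0.00812, Benjamini-Hochberg adjusted over 4 marker sets 0.0325; rho 0.683, exact permutation p = 0.0503), and r was 0.656 without the 2 farthest libraries. It was -0.04 within the 6 db/db libraries and 0.194 for deviations from the group means (exact permutation p = 0.621). Adipocyte markers had an r of the opposite sign, -0.708 (exact permutation p = 0.0345, adjusted 0.0461), and -0.703 without the 2 farthest libraries. For deviations from the group means their r was 0.642 (exact permutation p = 0.0608). Blood markers had an r of -0.562 (exact permutation p = 0.109). The medulla markers follow the difference between control and db/db mice, so a difference in the tissue taken cannot be told apart from an effect of the genotype.

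The 3 marker genes of the adrenal cortex (Hsd3b1, Mc2r and Star) were low, but higher in every db/db library than in every control library. Their mean level lay between -1.09 and -0.25 in the db/db libraries and between -1.70 and -1.46 in the control libraries, and the highest db/db library (dbR replicate 2) lay 1.22 above the highest control library. At the gene level 1 of the 3, Hsd3b1, was called in dbdb vs. control, with a mean FPKM of 0.172 in control, 0.853 in dbdb and 0.654 in dbR mice. The adrenal set followed AI838599 less closely than medulla did, with an r of 0.737 against 0.832 (exact permutation p = 0.0280, Benjamini-Hochberg adjusted over 4 marker sets 0.0461; rho 0.633, exact permutation p = 0.0760). This r was 0.551 without the 2 farthest libraries, -0.174 within the 6 db/db libraries and -0.348 for deviations from the group means (exact permutation p = 0.357). Adrenal tissue left on the db/db kidneys and expression of these genes in the kidney cannot be told apart with these values.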

How the results depend on the processing

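The alternatives were set before the data were examined, except the scaling with mitochondrial transcripts left out, which was chosen after seeing the data. For the values given here that changed, the cause was not tested. In dbdb vs. control the number of mRNA transcripts called stayed within 1.5 times 2776 under every alternative other than leaving out a library, and lay between 1639 and 2673 across the 9 fits that each left out 1 library. The split between directions depended on the scaling. With mitochondrial transcripts left out and the libraries scaled to the same sum, 2327 of 3180 called mRNA transcripts (73.2%) were higher in dbdb mice. With FPKM as deposited, 1308 of 2776 (47.1%) were. The median log2 fold change of all tested mRNA transcripts moved to 0.14. Summed FPKM was at least 691959 in each control library and at most 664498 in each dbdb library, while the mitochondrial shares overlapped. The shift can therefore come from the scaling to the same sum rather than from the mitochondrial transcripts. For lncRNA transcripts the same scaling gave 124 of 198 (62.6%), against 77 of 164 (47.0%). The 164 lncRNA transcripts became 103 with a mean FPKM of at least 1 and 350 genes at the gene level, and lay between 100 and 158 with 1 library left out.

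The 4 mRNA transcripts called in dbR vs. dbdb became 24 without a filter, 13 with quantile normalization (7 higher and 6 lower in dbR mice, against 4 and 0), 11 without a variance trend, 64 genes at the gene level and 2 with mitochondrial transcripts left out. The count ranged from 0 to 13 with 1 library left out. The 2 mRNA transcripts called in both comparisons in opposite directions became 4 with a pseudocount of 1 or of 0.01, 14 without a filter, 10 with quantile normalization, 0 with only the 6 libraries of each comparison or with mitochondrial transcripts left out, 7 without a variance trend and 36 genes at the gene level. They numbered between 0 and 11 with 1 library left out. No lncRNA transcript was called in dbR vs. dbdb (169 had an unadjusted p under 0.05). At the gene level 2 were called, and with 1 library left out between 0 and 1. The number of lncRNA transcripts called in both comparisons in opposite directions was 0 in all fits, while 71 had an unadjusted p under 0.05 in both and opposite signs.

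With a block for the replicate number, 1875 mRNA and 115 lncRNA transcripts were called in dbdb vs. control, 0 mRNA and 0 lncRNA transcripts in dbR vs. dbdb (2859 and 148 at an unadjusted p under 0.05) and 0 in both in opposite directions. The number of gene sets past the threshold was 6 and 8 with the block. Same-numbered libraries are different mice, and the numbers did not pair them. The deviations of same-numbered libraries from their group means had a mean correlation of -0.02 over 9 pairs (-0.10 to 0.03), against 0.01 over 18 pairs with different numbers.

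All 2972 transcripts of the paper's lists (100%) had the direction of the lists in the group means and with 75th percentile scaling, and 98.6% had it in the group medians. Leaving out 1 library gave shares between 98.3% and 100%. Of the 25 gene sets, 7 passed the threshold in dbdb vs. control and 8 in dbR vs. dbdb, and with the correlation between genes estimated from the data 0 passed in both (2 and 0 at an unadjusted p under 0.05). Between 6 and 12 and between 6 and 9 sets passed with 1 library left out. Deviations from the group means lowered r of AI838599 to 0.674 for Gadd45b, 0.625 for Per1 and 0.673 for Sphk1 (exact permutation p adjusted over the 3, 0.0769 each), and gene sums lowered r with Sphk1 to 0.663 (exact permutation p adjusted, 0.0528). With 1 library left out, r lay between 0.944 and 0.963 for Gadd45b, between 0.944 and 0.971 for Per1 and between 0.942 and 0.968 for Sphk1.

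Without a minimum SD, the ranks by signal-to-noise in dbdb vs. control moved to 5.65% (Gadd45b), 1.78% (Per1) and 19.1% (Sphk1) from the dbdb end, and in dbR vs. dbdb to 90.6% (Gadd45b) and 94.2% (Per1) from the dbR end. With the FPKM of the named transcript in place of the gene sum, Sphk1 moved to 0.296% and 98.1%. With 1 library left out, the ranks in dbdb vs. control lay between 1.22% and 2.18% for Gadd45b, between 0.344% and 0.633% for Per1 and between 5.03% and 14.2% for Sphk1. Those in dbR vs. dbdb lay between 95.2% and 98.6%, between 96.6% and 98.8%, and between 18.9% and 78.6%. Gadd45b has no rank with a mean FPKM of at least 1, which it does not reach.

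For 54 fold changes of single transcripts reported here, the alternatives counted here that kept all libraries gave 471 values. Of these, 448 had the same direction and side of the threshold, 21 were weaker and 2 stronger. With 1 library left out, 486 values gave 434, 48 and 3, and 1 of opposite direction. That was Hsp90aa1 in dbdb vs. control, which is near 0 in control replicate 3, with a log2 fold change of -0.90 without that library (adjusted p = 0.0180, over the alternatives 0.0180 to 0.716) against 2.27 with it, and at most 3.98, without control replicate 2. Of these 54 fold changes, 15 could not be computed with a mean FPKM of at least 1. For 23 mean fold changes of gene sets, 161 values gave 141 the same, 17 weaker and 3 stronger, and 13 of the 17 came from estimating the correlation between genes. With 1 library left out, 207 values gave 185 the same, 11 weaker and 8 stronger, and 3 of opposite direction, each without dbdb replicate 3. MHC class II genes went from 0.31 to -0.99 in dbdb vs. control (adjusted p = 0.0109, over the alternatives 0.0109 to 0.920), and from -0.53 to 0.77 in dbR vs. dbdb (adjusted p = 0.00243, over the alternatives 0.00243 to 0.840). Genes of MHC class I presentation went from -0.19 to 0.41 in dbR vs. dbdb (adjusted p = 4.36e-05, over the alternatives 4.36e-05 to 0.840). At the other end, without dbdb replicate 1, these 3 values were 1.06, -1.28 and -0.52. Under every setting counted here, leaving out 1 library included, 38 of the 54 transcript fold changes kept their direction and side of the threshold. Of the 23 fold changes of gene sets, 3 did. These counts do not cover the scaling with mitochondrial transcripts left out. Those for transcripts also leave out gene sums and the separate adjustment for mRNAs and lncRNAs. With gene sums, for example, Grem1 was called in dbdb vs. control (adjusted p = 0.0444 from limma). The depth is known only as an estimate from the FPKM values, which limits what can be said of transcripts with low FPKM.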

Differences from the paper's values

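In dbR vs. dbdb, 4 mRNA transcripts were higher in dbR mice, against the paper's 378, and 0 were lower (1485 at an unadjusted p under 0.05), against the paper's 216. The most under any alternative were 50 and 14, with FPKM summed per gene. For mRNA transcripts higher in dbdb mice and lower in dbR mice, 0 had both changes past the threshold (579 at an unadjusted p under 0.05 in both), against the paper's 118. For those lower in dbdb mice and higher in dbR mice, 2 did, against the paper's 133. Gene sums gave the most, 10 and 26. In both comparisons, regardless of direction, 3 mRNA transcripts were called, against the paper's 303, and 41 genes with gene sums. None of the alternatives set before the data were examined closed these gaps, nor did leaving out mitochondrial transcripts. All of them were fitted with limma on log2 FPKM, while the paper used Cufflinks statistics based on a negative binomial distribution. The paper's test was not repeated here, so a part of the gaps may come from the different tests. The paper's counts given here are those of its text. Its supplementary lists hold 387 mRNA transcripts higher in dbR mice and 295 in both comparisons. Of the 295, 133 were higher in dbdb and then lower in dbR mice, and 110 had the opposite pattern.

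For lncRNAs in dbR vs. dbdb, 0 transcripts were higher in dbR mice, against the paper's 14, and 0 lower, against the paper's 13 (169 had an unadjusted p under 0.05). The most under any alternative were 2 higher, with gene sums, and 1 lower, without dbdb replicate 1. In both comparisons, 0 lncRNA transcripts were called against the paper's 13, of which the paper counts 7 as higher in dbdb and then lower in dbR mice and 3 as the opposite, where 0 and 0 were found. At an unadjusted p under 0.05 in both comparisons there were 79 lncRNA transcripts, 35 with the former pattern and 36 with the latter. None of the alternatives, all fitted with limma and not with the paper's test, closed these gaps.

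Adjusted over the paper's own lists alone, 2071 of 2186 mRNA transcripts and 91.7% of 156 lncRNA transcripts had an adjusted p under 0.05 in dbdb vs. control, and 495 of 603 mRNA and 13 of 27 lncRNA transcripts in dbR vs. dbdb. Adjusted over all tested transcripts, the counts were 1567, 84, 3 and 0. The lists are the paper's calls on the same libraries, so these counts show no stability. Of the 387 transcripts that the paper lists as higher in dbR mice, 3 were called here, 4 with a pseudocount of 1 or 0.01 or a mean FPKM of at least 1, 5 with quantile normalization or without a filter, and 43 with gene sums. Fewer of the 387 were called with only the 6 libraries of the comparison (2), with mitochondrial transcripts left out (1) and with the replicate block (0). Between 0 and 3 were called with 1 library left out. Of the 216 that the paper lists as lower, 0 were called (160 at an unadjusted p under 0.05), 1 without dbdb replicate 1 or without dbR replicate 1, 2 with quantile normalization, and 12 with gene sums. Of the 14 lncRNAs it lists as higher in dbR mice, 1 was called with gene sums.

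The paper states that Grem1 was higher in diabetic mice. It was higher here, but not past the threshold (adjusted p = 0.122 from limma). With gene sums Grem1 was called (adjusted p = 0.0444), and over the alternatives fitted to transcripts and set before the data were examined its adjusted p ranged from 0.0514 to 0.263. The paper states that Grem1 and Ctgf fell in dbR mice, and their log2 fold changes were -1.03 and -0.38 in dbR vs. dbdb, neither of them past the threshold under any alternative. Klf10, which the paper describes, with Klf11 and Klf13, as raised in diabetic nephropathy and lowered by rosiglitazone, had log2 fold changes of 0.69 (adjusted p = 0.290) and -0.66 (adjusted p = 0.571), and was called under no alternative. Klf11 and Klf13 were likewise called under none in dbR vs. dbdb. Hbegf, which the paper describes as falling in dbdb mice and again in dbR mice, had log2 fold changes of -0.44 and -0.68 and was called under no alternative.

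Among the 6 lncRNAs of Figure 7(a), Gm43605, 2610035D17Rik and Mir143hg were not called in dbdb vs. control (adjusted p = 0.0542, 0.0964 and 0.123). Gm43605 was called with a mean FPKM of at least 1 (adjusted p = 0.0456), without a variance trend (0.050), with gene sums (0.0140) and with mitochondrial transcripts left out (0.0397), a scaling chosen after seeing the values. 2610035D17Rik was called with gene sums (0.0379) and without control replicate 2 (0.0253), and Mir143hg without control replicate 1 (0.0242). Over the alternatives fitted to transcripts and set before the data were examined, the adjusted p ranged from 0.0456 to 0.142 for Gm43605, from 0.0253 to 0.255 for 2610035D17Rik and from 0.0242 to 0.297 for Mir143hg. None of the 6 was called in dbR vs. dbdb under any alternative. The paper places Gadd45b, Per1 and Sphk1 among the genes lower in dbR than in dbdb mice, and their log2 fold changes were -0.41, -0.70 and -0.44, which were also called under none.

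The paper reports 3 inflammation-related gene sets and cholesterol homeostasis as higher in dbdb than in control mice, and TNFα signaling via NFκb and hypoxia as higher in control mice. With hand-written sets in place of the paper's, the mean log2 fold change was -0.89 for T lymphocyte genes, -0.95 for macrophage genes, -0.34 for complement and -0.33 for cholesterol synthesis, and 0.40 for the immediate-early and NF-κB response and 0.19 for hypoxia. The paper reports TNFα signaling via NFκb as higher in dbR than in dbdb mice, and inflammation-related sets, reactive oxygen species and epithelial-mesenchymal transition as higher in dbdb mice. The hand-written counterparts had mean log2 fold changes of -0.15 for the immediate-early and NF-κB response, 0.30 for macrophage genes, 0.22 for complement, 0.07 for antioxidant enzymes and 0.18 for extracellular matrix. Genes of MHC class II and MHC class I presentation, in contrast, had the directions of the paper's inflammation-related sets, with 0.31 and 0.07 in dbdb vs. control and -0.53 and -0.19 in dbR vs. dbdb, none of them past the threshold.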

Other observations

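Of the tests in this part, those of the order of the groups against 13 signs, of interferon, lymphocyte, androgen-dependent and proximal tubule genes, of dbdb replicate 3 alone, of mRNAs with a 5′ terminal oligopyrimidine tract, of mitochondrial transcripts, of transcripts of 1 gene and of control replicate 3 were chosen only after the result was seen.

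Other splits of the libraries were fitted for each comparison. The 6 libraries of a comparison can be split into groups of 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs. The 6 others part only 1 pair, and gave between 0 and 5 mRNA transcripts in dbdb vs. control and between 0 and 2 in dbR vs. dbdb. Among the 4, 1 split, the real one, gave as many mRNA transcripts (2776) and 1 as many lncRNA transcripts (164) in dbdb vs. control, and the other 9 splits gave between 0 and 6 and between 0 and 1. For gene sets all 4 of the 4 splits gave at least the 7 sets of the real split, and the other 9 gave between 4 and 10. In dbR vs. dbdb, 2 of the 4 splits gave at least 4 mRNA transcripts (other splits 0 to 5), all 4 gave at least the 0 lncRNA transcripts of the real split, as any split must (0 to 1), and 2 gave at least 8 gene sets (1 to 9). Over all 10 splits, since the numbers did not pair the mice, 1 gave as many mRNA transcripts, 1 as many lncRNA transcripts and 9 as many gene sets in dbdb vs. control, and 2, 10 and 4 did in dbR vs. dbdb. The share of splits as large as the real one cannot be under 25% with 4 splits or under 10% with 10. Of 100 assignments of the 9 libraries to 3 groups, 27 gave as many mRNA transcripts called in both comparisons in opposite directions as the 2 found, and 100 at least as many lncRNA transcripts as the 0 found, as any assignment must. The counts in dbR vs. dbdb and the numbers of gene sets are therefore no larger than splits of the libraries without regard to treatment gave.

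In dbdb vs. control the control libraries were not all deeper or shallower than the dbdb libraries. The dbdb library was the deeper in 2 of the 9 pairs of a dbdb and a control library, and in dbR vs. dbdb the dbR library was the deeper in 6 of 9. With mitochondrial transcripts left out and the libraries scaled to the same sum, 3180 mRNA transcripts were called in dbdb vs. control in place of 2776, with 2161 transcripts called in both fits, and 2 in dbR vs. dbdb in place of 4. The mitochondrial share overlapped between the groups. If genes linked to the mutated Lepr differed between the strains, the share called would be raised near Lepr. Within 10 Mb of Lepr on chromosome 4, from 91766378 to 111766378, 26 of 229 transcripts were called (11.4%). Among 133 other windows of the same width the share lay between 0.971% and 22.1%, with a median of 9.63%, and 35 windows were as high. With 229 tested transcripts, the window could not hold most of the 2776 calls at any share called. The comparison therefore addresses only an enrichment near Lepr, where the share lay within the range of the other windows. Since 2161 of the 2776 calls stayed without mitochondrial transcripts, the mitochondrial transcripts are unlikely to account for most of the calls, while the split between directions depends on the scaling. For depth no conclusion is drawn, because the control library was the deeper in most pairs and no fit adjusted for depth.

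Of the mRNA transcripts with an unadjusted p under 0.05 in both comparisons, 85.3% changed in opposite directions, but the dbdb libraries enter both comparisons with opposite signs. When each comparison was given its own dbdb libraries, 59.1%, 55.9% and 62.4% of the mRNA transcripts called in dbdb vs. control had the opposite sign in dbR vs. dbdb, 59.1% on average, against 73.4% with shared libraries. For lncRNA transcripts the shares were 63.9%, 61.8% and 68.2%, against 77 of 115 transcripts with shared libraries. The correlation of the fold changes across tested transcripts, which are not independent replicates, went from -0.43 to between -0.05 and -0.03. Without sharing, a single dbdb library was set against the dbR libraries and the other dbdb libraries against the control libraries. The drop may come from the end of sharing or from the smaller number of libraries, which cannot be told apart here. Part of the opposite signs of mRNA transcripts may come from the shared libraries, and 59.1% stays above the 50% of independent signs without a test of that difference.

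A part of the called mRNA transcripts may reflect how reads were divided between transcripts of 1 gene. Of 1894 called transcripts of genes with several transcripts, the gene sum was not called for 289 (15.3%), and it had the other direction for 59 (3.12%), 12 of them called. Of 70 called transcripts with an absolute log2 fold change of at least 3, 31 had a gene sum that was not called or had the other direction. For genes with 1 transcript the gene sum is the transcript, so 0 of 882 differ by design. Alternative splicing and the division of reads cannot be told apart with these values.

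The directions of the hand-written sets were compared with those of the paper's gene sets of similar content. Of 13 signs, 12 were opposite to the paper's, and all 8 of those past the threshold were opposite. The exception was hypoxia in dbR vs. dbdb, with a mean log2 fold change of 0.00453. The count depends on which sets are matched. Genes of MHC class II and of MHC class I presentation, which were not matched to a set, had 0.31 and 0.07 in dbdb vs. control and -0.53 and -0.19 in dbR vs. dbdb, the signs of the paper's inflammation-related sets, none of them past the threshold. A candidate explanation is that the order of the groups was exchanged in the paper's ranking. To test it on genes not examined before, sets for the G2M checkpoint with E2F targets, the p53 pathway and MYC targets were written with the paper's signs, and 5 of 5 signs were opposite, 4 of them past the threshold. The mean log2 fold changes in dbdb vs. control were -0.43 (5 of 24 genes higher, adjusted p = 0.00998 from limma's camera), 0.27 (9 of 17, adjusted p = 0.217) and -0.21 (2 of 23, adjusted p = 2.10e-04), and those of the first 2 sets in dbR vs. dbdb were 0.40 (22 of 24, adjusted p = 1.88e-04) and -0.23 (5 of 17, adjusted p = 0.00347). Gadd45b, Per1 and Sphk1 lay within 7.69% of the dbdb end of the ranking of dbdb against control mice, although the paper describes them as main contributors to a set that it reports as higher in control mice. These values are in line with an exchanged order, but the hand-written sets are not the paper's sets.

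Deviations from the group means left r of AI838599 with Gadd45b, Per1 and Sphk1 at 0.625 or more, with Per1 the lowest. A difference between group means therefore may account for part of the correlation over the 9 libraries, and a relation within groups can neither be excluded nor shown with 9 libraries at the adjusted exact permutation p of 0.0769. Of 29362 mRNA transcripts, 47 had an absolute r above 0.95 with AI838599, and 0 had it for deviations from the group means.

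Genes of MHC class II and of MHC class I presentation were highest in dbdb replicate 3, at 5.85 and 4.45 on the log2 scale, against at most 3.45 and 3.48 in the other libraries. Without that library, MHC class II genes were higher in dbR than in dbdb mice (mean log2 fold change 0.77) in place of lower (-0.53). Of the transcripts that the paper lists as lower in dbR mice, 26 of 216 lose this direction without dbdb replicate 3, among them 16 of 17 MHC transcripts, and of those it lists as higher in dbdb mice 24 of 1176, among them 16 of 16 MHC transcripts. An interferon-gamma response in that mouse would raise other genes that interferon-gamma induces, and their level in dbdb replicate 3 was 0.27 above the highest other library, against 0.16 for genes of the interferon-alpha response. Lymphoid tissue in the sample would raise B lymphocyte genes, and the difference of their level from the highest other library was -0.56. That library is a control library, and the level was 0.24 above the highest other dbdb library, against 1.27 for genes of the interferon-gamma response and 3.70 for MHC class II. T lymphocyte genes were 0.01 above the highest other dbdb library and lower than in dbR replicate 3 and the control libraries. An interferon-gamma response in 1 mouse is a candidate explanation, while lymphoid tissue in the sample is unlikely to account for the rise of MHC class II genes.

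The fall of proximal tubule genes in dbdb mice rested on 4 of the 12, Kap, Slc7a13, Slco1a1 and Slc22a7. The other 8 had a mean log2 fold change of -0.030 (4 of 8 higher, adjusted p = 0.965 from limma's camera), but the 4 set apart were those that fell most, so this mean follows in part from the choice. A smaller share of proximal tubule in the tissue would lower all 12 alike. Their log2 fold changes at the gene level lay between -5.85 (Slc22a7) and 0.55 (Slc5a12), and 2 of the 12, Slc5a2 and Slc5a12, were called as higher in dbdb mice, so a smaller share is unlikely to account for the fall. These genes were named after their values were seen. A set of 15 genes described as dependent on androgens had a mean log2 fold change of -1.52 (15 of 15 lower, adjusted p = 4.07e-09), and 7 genes described as higher in females had 0.61 (5 of 7 higher, adjusted p = 0.154). Lower androgen action in db/db mice may lie behind this fall, but the values of 2 of the 15 genes, Acsm3 and Hsd11b1, had been seen before the set was written, the female-biased genes did not pass the threshold, and hormone levels were not measured.

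Ribosomal protein genes were higher in dbR than in dbdb mice, by a mean of 0.27 on the log2 scale in 80 of 82 genes, with overlapping levels of the libraries. Transcripts of these genes are short, with a median length of 744.5 bases against 2724 for other genes, and all 82 have a length. Among 10000 gene lists matched on length and mean FPKM, the mean log2 fold change was 0.10 on average and 0.18 at the highest, so length and level do not account for the whole rise. Reads shared with pseudogenes would tie the change to the number of pseudogenes named after each gene. Across the 82 genes, which are not independent replicates, Spearman's rho was -0.0596 (permutation p = 0.591), with 292 pseudogenes for 60 of the genes. Another 18 mRNAs with a 5′ terminal oligopyrimidine tract, a motif that ribosomal protein mRNAs share, had a mean log2 fold change of 0.20 (18 of 18 higher, adjusted p = 4.63e-07 from limma's camera), against 0.11 for 33 nuclear genes of oxidative phosphorylation (28 of 33 higher, adjusted p = 0.00599). A change of this class of mRNAs is a candidate explanation, but other splits of the libraries gave as many sets past the threshold, so a difference between single libraries is not excluded.

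In control replicate 3, 14 genes had less than 25% of the FPKM of every other library, against 0 to 3 genes in the other libraries. They were Cmtr1, Dis3, Exosc5, Hsp90aa1, Rpl12, Rrnad1, Rrp1, Rrp12, Rrp15, Rrp1b, Rrp36, Rrp7a, Rrp8 and Rrp9, named after their values were seen. The 9 genes named for ribosomal RNA processing (Rrnad1 and 8 Rrp genes) had a median of 3.39% of the lowest other library (0.971% to 17.6%). Rrp1 had 0.382 FPKM in control replicate 3 and 41.9 and 39.3 in the other control libraries, and its log2 fold change in dbdb vs. control went from 2.20 to 0.06 without control replicate 3. If the mouse produced fewer ribosomes, 32 genes of ribosome production under other names would also be low, but their median was 114% of the lowest other library (64.8% to 154%), and 5 of the 32 were below all other libraries, where chance gives 11.1%. The lncRNA Gm26917, which lies 108 bases from a gene annotated as ribosomal RNA, was at 0.487% of the lowest other library there. Reads of this library may have been filtered against a collection of ribosomal RNA sequences that was selected by name, but Hsp90aa1 and Cmtr1 do not carry such a name, Rrn3, whose name begins like that of Rrnad1, was at 109% of the lowest other library, and the filter of the authors' reads was not analysed here.

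Gm26917 and Yam1, which the paper lists as lncRNAs higher in dbdb mice, lie on chromosome 17 at 39845074 to 39846245 and at 39847113 to 39848035. All 923 bases of Yam1 lie inside the gene annotated as ribosomal RNA from 39846353 to 39848827, on its strand. The FPKM of Yam1 may therefore come in part from ribosomal RNA left after depletion, which cannot be told apart here from transcription of the lncRNA. Gm26917 has 0 bases inside that gene and lies on the other strand, so its position does not give this reason. Ribosomal RNA in its FPKM is neither shown nor excluded. Without control replicate 3 the log2 fold changes of Gm26917 and Yam1 in dbdb vs. control fell to 0.82 and 0.44, from 3.43 and 2.86. Neither was called with or without that library.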
